# Transcriptomic responses of the liver and adipose tissues to altered carbohydrate-fat ratio in diet: an isoenergetic study in young rats

**DOI:** 10.1186/s12263-017-0558-2

**Published:** 2017-04-08

**Authors:** Mitsuru Tanaka, Akihito Yasuoka, Manae Shimizu, Yoshikazu Saito, Kei Kumakura, Tomiko Asakura, Toshitada Nagai

**Keywords:** Transcriptome, Carbohydrate-fat ratio, Liver, White adipose tissue, Brown adipose tissue

## Abstract

**Background:**

To elucidate the effects of altered dietary carbohydrate and fat balance on liver and adipose tissue transcriptomes, 3-week-old rats were fed three kinds of diets: low-, moderate-, and high-fat diets (L, M, and H) containing a different ratio of carbohydrate-fat (C-F) (65:15, 60:20, and 35:45 in energy percent, respectively).

**Methods:**

The rats consumed the diets for 9 weeks and were subjected to biochemical and DNA microarray analyses.

**Results:**

The rats in the H-group exhibited lower serum triacylglycerol (TG) levels but higher liver TG and cholesterol content than rats in the L-group. The analysis of differentially expressed genes (DEGs) between each group (L vs M, M vs H, and L vs H) in the liver revealed about 35% of L vs H DEGs that were regulated in the same way as M vs H DEGs, and most of the others were L- vs H-specific. Gene ontology analysis of these L vs H DEGs indicated that those related to fatty acid synthesis and circadian rhythm were enriched. Interestingly, about 30% of L vs M DEGs were regulated in a reverse way compared with L vs H and M vs H DEGs. These reversed liver DEGs included M-up/H-down genes (*Sds* for gluconeogenesis from amino acids) and M-down/H-up genes (*Gpd2* for gluconeogenesis from glycerol, *Agpat9* for TG synthesis, and *Acot1* for beta-oxidation). We also analyzed L vs H DEGs in white (WAT) and brown (BAT) adipose tissues and found that both oxidation and synthesis of fatty acids were inhibited in these tissues.

**Conclusions:**

These results indicate that the alteration of dietary C-F balance differentially affects the transcriptomes of metabolizing and energy-storing tissues.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12263-017-0558-2) contains supplementary material, which is available to authorized users.

## Background

Availability of body carbohydrate (C) and fat (F) for energy production varies depending on the animal’s circumstances. Fat is mainly consumed during resting conditions at about 90% of total energy; however, this ratio can be rapidly decreased to nearly 10% through acute bouts of exercise and substituted by the energy supply from aerobic or anaerobic respiration of C [7, 38]. Under fasting conditions, carbohydrate is depleted within a day, and about four fifths of basal metabolic rate is maintained by fat and the rest by amino acids for several days [4]. These metabolic switches of energy source between C and F are more interchangeable than protein (P) or amino acids because of the metabolic linkage mediated by the key organic substances: glycerol-3-phosphate both as the product of triacylglycerol (TG) hydrolysis and as the substrate for gluconeogenesis, NADP(H) both as the hydrogen acceptor of the pentose phosphate pathway and as the hydrogen donor for fatty acid (FA) synthesis, and acetyl-CoA as the activated substrate of the TCA cycle and of FA synthesis. Thus, dietary C to F ratio (C-F ratio) has a considerable effect on the energy homeostasis of animals.

Generally, experimental rodents accept diets composed of energetic C-F ranging from 50:30 to 70:10 to provide a constant energy ratio of 20% P [39]. In rodents, AIN93G (C:F:P = 64:16:20) during rapid growth, pregnancy, and lactation and AIN93M (C:F:P = 76:9:15) during maintenance were often used for standard diets [28]. Keeping this P energy ratio over 15% is critical for normal growth of adolescent animals [13, 23, 29]. But effects of an altered C-F on metabolic parameters differ depending on dietary fat species such as soybean and corn oils of plant origin, and beef tallow and lard of animal origin. It was shown that a high-fat diet (HFD, C:F:P = 30:40:20) made of lard was more deleterious to insulin resistance and hepatic steatosis than an HFD made of soybean oil in comparison with a low-fat diet (LFD, C:F:P = 14:64:22) [45, 50]. Deol et al. reported that an HFD (C:F:P = 43:40:16) containing soybean oil and hydrogenated coconut oil at 1:1 ratio was more obesogenic than an HFD mainly containing hydrogenated coconut oil [10]. These differences were considered to be caused by the lipid composition of the dietary fat [1, 8, 12, 17, 32, 34]. Polyunsaturated FAs (PUFAs) are the main contributors to the physiological activity of dietary fat; soybean oil contains 15% saturated FAs and 55% PUFAs, while lard contains 40% saturated FAs and 10% PUFAs. Duivenvoorde et al. showed that an HFD with predominantly saturated FAs increased ectopic fat storage, liver damage, and adipocyte size as compared to an HFD with predominantly PUFAs and reduced response flexibility to fast re-feeding and oxygen restriction [11]. Especially, eicosapentaenoic (EPA) and docosahexaenoic acid (DHA) were reported to reduce insulin resistance and hepatic steatosis [26, 31]. Though small in percentage, sterols are critical factors for animal lipid homeostasis; the soybean oil used in our study contained 0.0024% cholesterol and 0.33% phytosterols, while the lard contained 0.086% cholesterol and no phytosterols. Specifically, phytosterols have been shown to exert beneficial effects on lipid homeostasis under metabolically stressed conditions such as an HFD containing predominantly saturated FAs [5, 6, 16, 27, 36]. However, there are few studies on the transcriptomic effects of a gradual change in the C-F under more moderate conditions, such as the use of diets containing natural plant oils or restricted feeding [30, 37]. In the present study, we conducted an isoenergetic study using a soybean oil-rich diet and found fewer deleterious effects on tissue metabolism but a drastic change in the tissue transcriptome.

## Methods

### Animals

Three-week-old male Wistar rats (Charles River Laboratories Japan, Kanagawa, Japan) were housed in a temperature- and humidity-controlled room with a 12-h light-dark cycle (light 06:30–18:30, dark 18:30–06:30). All animal experimental protocols were approved by the Animal Use Committee of the Takasaki University of Health and Welfare.

### Experimental procedure

The rats were acclimated to the laboratory environment for a week with chow diets (MF, Oriental yeast, Tokyo, Japan). The animals were divided into three groups so that the average body weights of each group were equal to each other before being given diets with different C-F energy ratios: low (L) 65:15, moderate (M) 60:20, and high (H) 35:45 fat diet groups. The rats were fed diets ad libitum for a week. Then, the L-group was fed ad libitum and the other groups were fed isoenergetically compared with the L-group for 9 weeks. The diets were purchased from Research Diets, Inc. (New Brunswick, NJ, USA). Detailed compositions of each diet are shown in Additional file 1. Diets were removed 17 h before dissection, and the rats were sacrificed to collect the blood, liver, white adipose tissue (WAT), and brown adipose tissue (BAT). Because an obviously decreased dietary intake was observed for two rats belonging to the M- or H-groups (M_7 and H_11 in identical number), the use of these two rats were not included in all analyses to achieve consistency in the isoenergetic study (*n* = 4–5 in each group). Serum and plasma were extracted using standard methods and separated from whole blood. Small hepatic pieces were immersed into RNAlater (Qiagen, Tokyo, Japan). The rest hepatic pieces, WAT, and BAT were frozen immediately after extirpation using liquid nitrogen. All samples were stored at −80 or −150 °C until analysis.

### Measurement of blood biochemical parameters

All blood biochemical parameters, except insulin, listed in Table 1, were analyzed by Nagahama Life Science (Shiga, Japan). Plasma was used to measure glucose, pyruvic acid, total lipids, phospholipids, and total ketone bodies. Other parameters were assayed using the serum. Serum insulin levels were measured by using the rat insulin ELISA kit (Morinaga Institute of Biological Science, Kanagawa, Japan).

**Table 1:**
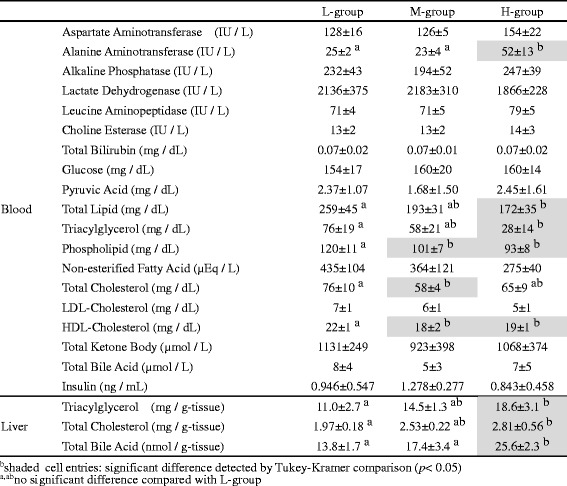
Blood and liver biochemical analysis

### Measurement of hepatic lipids

Hepatic lipids were extracted according to a previous method [14]. Briefly, 100 mg of frozen hepatic pieces were homogenized in 2 mL of cooled chloroform-methanol solution (2:1) using a multibead shocker (Yasui Kikai Corporation, Osaka, Japan). Filtered samples were adjusted to 4 mL with chloroform-methanol solution and were washed with 0.8 mL of purified water. Subsequent washes were performed by adding 3.75 mL of chloroform-methanol-water solution (2:1:0.75), and the resulting extracts were dried by evaporation. Extracted lipids were resolved with 1 mL of isopropanol.

Hepatic TG, total cholesterol, and total bile acids were measured using Cholestest TG, Cholestest CHO (Sekisui Medical, Tokyo, Japan), and total bile acids assay kits (Diazyme Laboratories, Poway, CA, USA), respectively.

### DNA microarray assay

Total RNA was isolated from each immersed hepatic piece, WAT, and BAT by TRIzol reagent (Invitrogen Japan, Tokyo, Japan) and purified using RNeasy mini kits (Qiagen). Anti-sense RNA was synthesized from 100 or 200 ng of purified total RNA, and biotinylated complementary RNA (cRNA) was obtained using a GeneChip 3’IVT Express Kit (Affymetrix, Santa Clara, CA, USA). The cRNA was fragmented and hybridized to a GeneChip Rat Genome 230 2.0 Array (Affymetrix) for 16 h at 45 °C. The arrays were washed and stained with phycoerythrin using the GeneChip Fluidics Station 450 (Affymetrix) and submitted to scanning on an Affymetrix GeneChip Scanner 3000 7G. The Affymetrix GeneChip Command Console Software was used to make CEL files.

### DNA microarray data analysis

The CEL files derived from the liver, WAT, and BAT were quantified using robust multi-array average (RMA), factor analysis for robust microarray summarization (quantile normalization, qFARMS), and GCRMA, respectively [19, 22, 46], using the statistical language R (2.7.1) (http://www.r-project.org/) (R [35]), and Bioconductor (2.2) (http://www.bioconductor.org/) [15]. Hierarchical clustering was performed using the pvclust function in R [41]. The rank products (RP) method was used to identify differentially expressed gene probe sets of the quantified data [3]. The probe sets with a false discovery rate (FDR) <0.05 were considered to be differentially expressed between each group (L vs M, M vs H, and L vs H).

The up- and downregulated probe sets picked out at FDR < 0.05 were functionally classified by the Biological Process in Gene Ontology (GO) with the Functional Annotation Tool of the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [9, 21] and Quick GO (http://www.ebi.ac.uk/QuickGO/) [20]. In analysis of the liver, EASE scores, which are modified Fisher’s exact test *p* values were used to extract statistically overrepresented GO terms, and GO terms with *p* values <0.01 were regarded as significantly enriched. In analysis of WAT and BAT, Benjamini-Hochberg correction *p* values were used to extract statistically overrepresented GO terms, and GO terms with *p* values <0.05 were regarded as significantly enriched.

Predicted upstream regulators among liver and adipose tissue transcriptomes were analyzed using Qiagen’s Ingenuity Pathway Analysis (IPA, Qiagen, https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/). Activation *z*-scores were calculated as a measure of upstream regulators analysis. An absolute z-score ≥2.5 was judged as significantly activated or inhibited. Common upstream regulators that were predicted to be activated or inhibited in the liver, WAT, and BAT were picked out from a list of all upstream regulators.

### Statistical analysis

The results are shown as the means ± SDs. One-way ANOVA was used to assess the differences among three groups, and Tukey-Kramer comparison was used for pairwise comparisons between multiple groups. Differences at *p* ≤ 0.05 were considered to be significant.

## Results

### Characterization of hepatic genes affected by the altered balance of carbohydrate and fat in the diet

Rats were fed three kinds of diets containing different ratios of C-F in constant total energy (L, M, and H, Additional file 1). In our preliminary experiment of feeding ad libitum, energy intakes (Kcal/g-BW) were almost the same among the three groups from week 2 to week 4. Therefore, rats were pair-fed to keep by isoenergetic conditions, and dietary restriction derived from pair-feeding has not been occurred. During the experimental period of 9 weeks, the rats in each group showed no between-group differences in body weight (Additional file 2a, b). Also, the liver and the WAT weights showed no differences among groups (Additional file 2b). Biochemical analysis of the blood revealed differences in several markers among experimental groups (Table 1). The H-group showed higher levels of alanine aminotransferase (ALT) and lower levels of TG, phospholipid, and HDL cholesterol (HDL-Chl). The M-group showed lower levels of phospholipids, total Chl, and HDL-Chl. In addition, the liver biochemical analysis indicated increases in TG, total Chl, and total bile acid (BA) in the H-group. Serum insulin levels did not change among the three groups (Table 1).

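Liver RNA was hybridized to Affymetrix GeneChip rat genome arrays, 1 array per rat, for 5 rats of the L-group (rats 1 to 5), 4 rats of the M-group (rats 6, 8, 9 and 10) and 4 rats of the H-group (rats 12, 13, 15 and 16). Carbohydrate and fat gave 65 and 15% of the energy of the L-diet, 60 and 20% of that of the M-diet, and 35 and 45% of that of the H-diet. The rats were fasted for 17 h and sampled at zeitgeber time 3, early in the light phase, after 9 weeks on the diets. The authors made the deposited log2 values with the robust multi-array average (RMA), which corrects for background, quantile normalizes the arrays and combines the probes of each probe set. The liver values ran from 1.78 to 14.3, and the array medians from 4.67 to 4.70. They were used as deposited for 31042 probe sets, after 57 control probe sets had been left out, and 20826 of these probe sets carry a single gene symbol. DEGs were called by rank products, the method the authors used, with 100 permutations at a false discovery rate (FDR) under 0.05. Log2 fold changes, standard errors and adjusted p values of single genes came from limma, fitted to the 13 liver arrays together and adjusted over all probe sets, and a gene is said to rise or fall only where that adjusted p was under 0.05. On simulated L and H livers, 203 of 386 rank products calls (52.6%) were of probe sets without a true change, against 7 limma calls (3.76%), and limma found 62 of 66 probe sets with a true log2 change of 1. Groups of genes were taken from 39 lists fixed before the data were examined, some of which hold genes that the paper picked on these arrays. The score of a list in a rat is the mean, over its genes, of the log2 value minus the mean of that gene over the tissue, with 1 probe set per gene. Scores of the diet groups were compared by a two-sided exact permutation test, in which the smallest possible p is 0.00794 for 5 rats against 4 and 0.0286 for 4 against 4, and p was adjusted over the lists. No liver list passed an adjusted p of 0.05 in this test, the smallest being 0.310 for L vs H, 0.929 for L vs M and 0.279 for M vs H, whereas camera called 5, 4 and 3 lists with its preset correlation and 0 with an estimated correlation. Over 39 lists, a list can pass only if several reach the smallest possible p together, and for 4 rats against 4 only if most do. A list that did not pass is therefore no evidence that the groups are alike. The number of arrays limits the precision of every value.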

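The 4 livers of the H-group joined each other before any other liver when the 13 transcriptomes were clustered by average linkage on 1 minus the Pearson correlation, in 96.3% of 1000 bootstrap resamples of the probe sets. Rats L1, L2, L3, L4, M6 and M8 made up another branch (96.3% of resamples). The first division of the tree set L5, M9 and M10 (91.1%) apart from the other 10 rats (91.3%), so that the H-group shared its side of the tree with most L rats. With complete or Ward linkage the first division set L1, L2, L3, L4, M6 and M8 apart, and the H-group shared its side with L5, M9 and M10. The mean correlation between arrays was 0.99471 within the H-group, 0.99435 within the L-group and 0.99335 within the M-group. Between groups it was 0.99407 for L and M, 0.99365 for L and H, and 0.99372 for M and H. The distance of the H livers from the others exceeded the distances within groups with a one-sided exact permutation p = 0.0839 over every choice of 4 of the 13 arrays, and L and M were not separated in the same test (exact p = 0.548 over 126 splits). Rat M9 decided the first of these values, as the exact p without it was 0.00202, and the H livers no longer formed a branch of their own without rat M6 or without rat H16. The 1000 most variable probe sets gave an exact p = 0.0196 with no branch holding the H livers alone.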

The liver transcriptomes of the H-group were segregated from those in the L- and M-groups in the cluster dendrogram (Fig. 1). To dissect this overall difference in transcriptomes at a single gene level, we analyzed the coincidence of differentially expressed genes (DEGs) estimated from the comparison among L-, M-, and H-groups (Fig. 2a). The DEGs were termed according to the experimental groups and the number of members. For example, LM43 + 83 formed the smallest population among MH131 + 106 and LH206 + 230, and shared about half of the members (15 + 5 and 40 + 1) with LH206 + 230. In contrast, about one third of LH206 + 230 members were included by MH131 + 106. This indicates that the transcriptomic change from L to H is more similar to the change from M to H than the change from L to M.

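*Fabp2*, an intracellular carrier of fatty acids, *Adam22*, a membrane protein of the ADAM family, and *Enpp5*, a membrane protein of the ectonucleotide pyrophosphatase family, rose in the liver of the H-group, and *Slc39a4*, a zinc importer, fell. *Fabp2* had a log2 value of 5.40 ± 0.26 (SD, n = 5) in the L-group and 6.53 ± 0.27 (SD, n = 4) in the H-group, a log2 fold change of 1.12 (standard error 0.16, adjusted p = 0.0259) from limma. *Adam22* had 3.36 ± 0.52 (SD, n = 5) in the L-group and 5.00 ± 0.16 (SD, n = 4) in the H-group (log2 fold change 1.64, standard error 0.23), and *Enpp5* 6.30 ± 0.30 against 7.34 ± 0.21 (log2 fold change 1.04, standard error 0.15), both with the limma adjusted p of *Fabp2*. *Slc39a4* had 7.48 ± 0.12 against 6.68 ± 0.20, a log2 fold change of -0.80 (standard error 0.09, adjusted p = 0.00672) from limma. The largest other differences without overlap between the L and H rats did not pass limma and were called by rank products. Among them, *Lox*, which cross-links collagen, had a log2 fold change of 2.52 (standard error 0.52, adjusted p = 0.165), and *Fos*, an immediate early transcription factor, a log2 fold change of 1.68 (standard error 0.48, adjusted p = 0.343). The chemokine *Cxcl13* had 1.17 (standard error 0.33, adjusted p = 0.331). On the lower side in the H-group were *Slc25a30*, a mitochondrial carrier, at -1.60 (standard error 0.36, adjusted p = 0.191), *Zdhhc2*, a palmitoyltransferase, at -0.73 (standard error 0.13, adjusted p = 0.10), and *Pde4d*, a cyclic AMP phosphodiesterase, at -0.70 (standard error 0.22, adjusted p = 0.379). The limma call of *Slc39a4* held without any single rat. The adjusted p of *Adam22* was 0.0534 without rat H12, 0.120 without H13, 0.0564 without H15, 0.0837 without H16, 0.0810 without L1, 0.102 without L2 and 0.0837 without L4. For *Fabp2* it was 0.0834 without H12, 0.127 without H13, 0.0733 without H16, 0.0889 without L1, 0.102 without L2, 0.0964 without L4 and 0.0538 without M8, and for *Enpp5* 0.0672 without H12, 0.0830 without H13, 0.0666 without H15, 0.0810 without L1, 0.0515 without L4 and 0.0517 without M8.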

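Rank products called 44 probe sets higher and 81 lower in the M-group than in the L-group, 125 in all. From M to H, 136 were higher and 96 lower (232), and from L to H, 206 were higher and 233 lower (439). Limma called 2, 4 and 11 probe sets in the same comparisons over all probe sets. Of the 125 L vs M probe sets, 59 (47.2%) were called in the same direction from L to H, and 8 of these moved the same way in all 3 comparisons, 6 upward and 2 downward. The L arrays take part in both comparisons. When they were divided so that no array served in both, the share was 14.0 to 30.0% over 20 divisions. Of these 8, the 6 became 3 without rat H16, M8 or M9, and the 2 became 5 without M10 and 1 without H12, H13, H15, L1, L3, M6 or M8. Single rats moved the counts. The L vs M count was 77 without rat L1, 80 without L2, 74 without L3 and 192 without M6, with 26 higher without M8 and 11 without M9, and 40 lower without L1, 43 without L2, 41 without L3, 48 without L5 and 157 without M6. The M vs H count was 149 without H13, with 82 higher without H12, 61 without H13, 81 without H15 and 59 without H16, and 63 lower without M8, 56 without M9 and 51 without M10. From L to H, 113 were higher without H12, 118 without H13, 108 without H15 and 95 without H16, and 131 were lower without L1, 111 without L2 and 145 without L3.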

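Genes of cholesterol synthesis were mostly on the higher side in the H-group against the M-group, as against the L-group, but the list passed the adjustment in neither comparison. *Sqle*, which makes the first oxygenated sterol precursor, differed from M to H by a log2 fold change of 1.28 (standard error 0.24), *Acat2*, which starts the pathway from acetyl-CoA, by 0.61 (standard error 0.11), and *Idi1*, the isomerase of isoprenoid units, by 0.82 (standard error 0.25). Rank products called these 3 genes higher in the H-group in both comparisons. Of the 17 genes of the list, 16 were higher in H than in M, and the list score differed by 0.37 (SD 0.08 in M and 0.19 in H, exact p = 0.0286, adjusted p = 0.279). Rank products called 5 of the 17, and limma 0 over all probe sets, 9 at an unadjusted p under 0.05 and 5 adjusted over the list alone. *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, had a log2 fold change from M to H of 1.68 (standard error 0.74), and the list of bile acid synthesis and transport shifted by 0.18 (SD 0.10 in M and 0.05 in H, exact p = 0.0286, adjusted p = 0.279), or by 0.08 when *Cyp7a1* was left out after the data were seen. Over all probe sets, 156 of the 439 L vs H DEGs (35.5%) were called in the same direction from M to H. When the H arrays were divided so that no array served in both comparisons, the share was 12.0 to 20.9% over 6 divisions. In 100 simulations without any diet effect the comparisons shared 63.6 probe sets on average and at most 178. The covariance across probe sets between the log2 fold changes from L to H and from M to H was 0.0136 (0.00815 on average in those simulations), and that between L to M and L to H was 0.00744 (0.00670). Probe sets are not independent replicates. From these overlaps the paper concludes that the change from L to H resembles the change from M to H more than the change from L to M.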

**Fig. 1:**
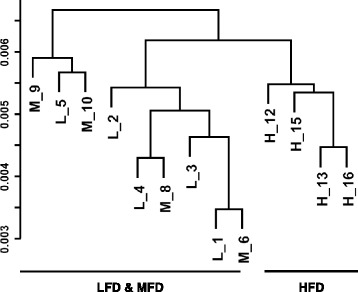
Cluster analysis of each liver transcriptome in experimental groups. RMA-normalized expression data were subjected to hierarchical clustering analysis and represented in a dendrogram. Each sample name consists of a letter corresponding to the feeding condition (L, LFD; M, MFD; H, HFD) and a number corresponding to the individual rat. The vertical scale represents the distance between each transcriptome

**Fig. 2:**
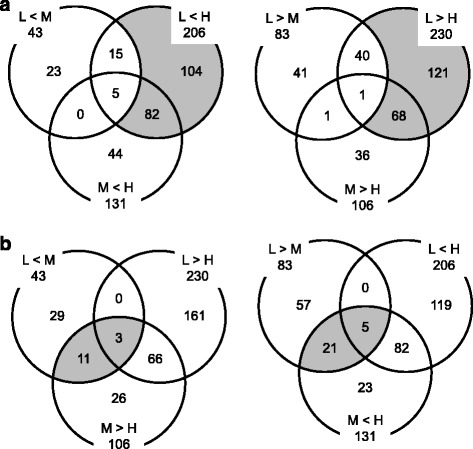
Number of liver probe sets that were differentially expressed between experimental groups. **a** Coincidence of DEGs among experimental groups. The subsets of DEGs specific to the L vs H change are indicated by *shaded areas*. **b** Oppositely regulated DEGs (*shaded areas*)

Then, we examined the function of the DEGs specific to the L vs H change (LH186 + 189 probe sets, Fig. 2a shaded area) using GO enrichment analysis [9, 21]. As a result, 53 genes were attributed to the nine GO terms located at the lowest position in the hierarchy (Table 2). Among these GO terms, four terms were related to lipid metabolism (GO0019216, 0006633, 0008203, and 0033189). The enriched genes included 5 + 3 metabolic enzyme genes. *Fads1*, *Msmo1*, *Cyp7b1*, *Idi1*, and *Sqle* were upregulated and *Cyp4a1*, *Elovl5*, and *Scd1* were downregulated in the H-group (Additional file 3, shaded cell entries), suggesting down- or upregulation of PUFA synthesis and upregulation of Chl/BA synthesis. In addition, *Apoa4*, a key regulator of enteric and hepatic TG transportation was downregulated in the H-group. 

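Genes of cholesterol synthesis were on the higher side in the liver of the H-group than of the L-group, as were 2 enzymes of bile acid synthesis, *Cyp7a1* and *Cyp7b1*, and the stearoyl-CoA desaturase *Scd1* was on the lower side. *Sqle* had a log2 value of 4.19 ± 0.35 (SD, n = 5) in the L-group and 5.25 ± 0.55 (SD, n = 4) in the H-group, a log2 fold change of 1.06 (standard error 0.23, adjusted p = 0.174) from limma. *Idi1* had 6.71 ± 0.43 against 7.40 ± 0.53 (log2 fold change 0.69, standard error 0.24), and *Msmo1*, a demethylating enzyme of later sterol synthesis, 7.44 ± 0.42 against 8.06 ± 0.29 (log2 fold change 0.63, standard error 0.21). *Cyp7b1*, a hydroxylase of the alternative bile acid pathway, had 2.73 ± 0.14 against 3.57 ± 0.93, a log2 fold change of 0.84 (standard error 0.32). Much of this difference came from rat H12, at 4.95, as the other H rats had a mean of 3.11. *Cyp7a1*, drawn in Fig. 3, had 6.27 ± 1.49 against 8.98 ± 1.00, a log2 fold change of 2.71 (standard error 0.71, adjusted p = 0.277). *Fads1*, the desaturase that makes C20 polyunsaturated fatty acids, had 9.90 ± 0.54 against 10.65 ± 0.28, a log2 fold change of 0.74 (standard error 0.24, adjusted p = 0.390), and its partner *Fads2* 0.43 (standard error 0.21). *Scd1* had 11.21 ± 0.49 against 8.50 ± 1.59, a log2 fold change of -2.71 (standard error 0.61, adjusted p = 0.193). The elongase *Elovl5* had -0.55 (standard error 0.24), and *Cyp4a1*, which oxidizes fatty acids at the omega end, -0.44 (standard error 0.18). Rank products called *Sqle*, *Idi1*, *Msmo1*, *Cyp7b1*, *Cyp7a1* and *Fads1* higher, *Scd1*, *Elovl5* and *Cyp4a1* lower and did not call *Fads2*, and none of them passed limma over all probe sets. Of 17 genes of cholesterol synthesis, 16 were higher in the H-group, and the list score differed by 0.32 (SD 0.18 in L and 0.19 in H, exact p = 0.0476, adjusted p = 0.310). Limma called 0 of them over all probe sets, 6 at an unadjusted p under 0.05 and 5 adjusted over the list alone, and rank products called 4. *Acat2*, without overlap between L and H rats, had a log2 fold change of 0.48 (standard error 0.11, adjusted p = 0.187), and *Fdps*, which makes farnesyl diphosphate, 0.43 (standard error 0.13). The score of bile acid synthesis and transport differed by 0.17 (SD 0.18 in L and 0.05 in H, exact p = 0.0476, adjusted p = 0.310), although 9 of its 15 genes were lower and their median log2 fold change was -0.04. This shift was 0.09 without rat L2 and -0.02 without *Cyp7a1*, a gene left out after the data were seen. *Amacr*, a racemase of bile acid side chains, was on the lower side at -0.51 (standard error 0.15), and the oxidase *Acox2* was at 0.22 (standard error 0.09). Fatty acid synthesis genes shifted by -0.16 (SD 0.08 in L and 0.08 in H, exact p = 0.0317, adjusted p = 0.310) with 8 of 14 lower, and genes of desaturation and elongation by -0.23 (SD 0.17 in L and 0.17 in H, exact p = 0.0952, adjusted p = 0.371) with 6 of 10 lower. Without *Scd1*, which belongs to both lists, these shifts were 0.04 and 0.05, a choice made after the data were seen. The 11 probe sets that the study lists under cholesterol metabolism, 6 higher and 5 lower, all had the listed direction and passed limma adjusted over the list alone, but were chosen on these arrays and are not independent evidence. From these genes the paper proposes a shift in polyunsaturated fatty acid synthesis and higher cholesterol and bile acid synthesis in the liver.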

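*Apoa4*, an apolipoprotein of triacylglycerol-rich particles, had a log2 value of 11.40 ± 0.18 (SD, n = 5) in the L-group and 10.57 ± 0.38 (SD, n = 4) in the H-group, and every H rat lay below every L rat. This is a log2 fold change of -0.83 (standard error 0.15, adjusted p = 0.10) from limma, and rank products called it lower. Of the 13 genes of lipoprotein assembly and export, 6 were higher and 7 lower in the H-group, and the list score differed by -0.03 (SD 0.04 in L and 0.03 in H, exact p = 0.317, adjusted p = 0.538). It was -0.01 without rat L1 and, with *Apoa4* left out after the data were seen, 0.04. *Apoa1*, the main protein of HDL, lay on the other side at 0.35 (standard error 0.09, adjusted p = 0.265), and *Apoa5*, an activator of triacylglycerol clearance, at -0.24 (standard error 0.10). Adjusted over the list alone, limma called *Apoa4* (adjusted p = 0.000963) and *Apoa1* (adjusted p = 0.0112), and none of the 13 over all probe sets (3 at an unadjusted p under 0.05, and 1 by rank products).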

Other members of this category were mostly regulatory protein genes such as *Prkaa1* (protein kinase, AMP-activated, alpha 1) and *2*, *Srebf1* (sterol regulatory element-binding transcription factor 1), *Il1a* (interleukin-1 alpha), glucocorticoid receptor, *Lepr* (leptin receptor), and *Dusp1* (MAPK phosphatase); among these, only Srebf1 was upregulated and the others were downregulated in the H-group. 

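*Srebf1*, the transcription factor that drives lipid synthesis genes, was higher in every liver of the H-group than in any of the L-group, at 7.31 ± 0.25 (SD, n = 5) in the L-group and 8.07 ± 0.30 (SD, n = 4) in the H-group, a log2 fold change of 0.75 (standard error 0.17, adjusted p = 0.191) from limma. The glucocorticoid receptor gene *Nr3c1* showed the opposite without overlap, at 4.97 ± 0.14 against 4.50 ± 0.22, a log2 fold change of -0.47 (standard error 0.11, adjusted p = 0.198). *Prkaa2*, a catalytic subunit of the energy sensor AMPK, had -0.39 (standard error 0.10), and its paralog *Prkaa1* 0.13 (standard error 0.07, adjusted p = 0.606), at 7.05 ± 0.10 against 7.18 ± 0.12. The log2 fold change of the phosphatase gene *Dusp1* was -0.72 (standard error 0.19), with rat H16 at 7.50 close to the L rats, that of the leptin receptor gene *Lepr* -0.55 (standard error 0.21), and that of *Il1a*, which encodes an inflammatory cytokine, -0.43 (standard error 0.17). Rank products called *Srebf1* higher and *Nr3c1*, *Prkaa2*, *Dusp1*, *Lepr* and *Il1a* lower, and did not call *Prkaa1*. None of the 7 passed limma over all probe sets. The 9 probe sets that the study lists under regulation of lipid metabolism all had the listed direction, and 8 passed limma adjusted over the list alone, which is not independent evidence because they were chosen on these arrays.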

There were 6 genes that belong to the GO term, circadian rhythm (GO0007623). 

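Clock genes that peak toward the night were mostly on the higher side at zeitgeber time 3 in the liver of the H-group than of the L-group, and those that peak toward the day mostly on the lower side. *Per2*, a repressor of the clock, had a log2 value of 8.08 ± 0.52 (SD, n = 5) in the L-group and 8.85 ± 0.35 (SD, n = 4) in the H-group, a log2 fold change of 0.77 (standard error 0.33, adjusted p = 0.517) from limma, and *Per1* 6.54 ± 0.21 against 6.63 ± 0.38, a log2 fold change of 0.09 (standard error 0.17). *Arntl*, a core activator of the clock, had 4.92 ± 0.85 against 4.05 ± 0.26 (log2 fold change -0.87, standard error 0.45), and *Npas2*, a paralog of *Clock*, 5.63 ± 1.11 against 4.90 ± 0.37 (log2 fold change -0.73, standard error 0.58). The spread of *Arntl* and *Npas2* among the L rats was about as large as these differences. *Bhlhe41*, another repressor of the clock, had the largest difference of the list at 1.16 (standard error 0.24, adjusted p = 0.166), and the nuclear receptor gene *Nr1d1* was at 0.51 (standard error 0.20). On the day side, *Nfil3* had -0.39 (standard error 0.17) and *Clock* -0.33 (standard error 0.18). Of 11 genes that peak toward the night, 10 were higher in the H-group, a list shift of 0.46 (SD 0.37 in L and 0.20 in H, exact p = 0.0794, adjusted p = 0.371). Of 5 that peak toward the day, 4 were lower, a shift of -0.46 (SD 0.48 in L and 0.09 in H, exact p = 0.127, adjusted p = 0.405). The night minus day score differed by 0.92, or by 0.31 without L1 and L2, left out after the data were seen, which stood at -1.28 and -1.40 against 0.13 to 0.27 in the other L rats. In M6, M8, M9 and M10 it was -1.16, -0.46, 0.97 and 0.81. Limma called 0 of them over all probe sets, and *Bhlhe41* adjusted over the list alone, with 3 night genes and 1 day gene at an unadjusted p under 0.05, and rank products called 5 night genes and 2 day genes. The growth factor receptor gene *Egfr* had a log2 fold change of -0.61 (standard error 0.26), and *Prf1*, the perforin of cytotoxic lymphocytes, 0.47 (standard error 0.10, adjusted p = 0.166) without overlap between the groups. *Prf1* is 1 of 9 markers of T and NK cells, of which 7 were higher, with *Ccl5*, a lymphocyte chemokine, at 0.45 (standard error 0.13). Their list shifted by 0.15 (SD 0.05 in L and 0.06 in H, exact p = 0.00794, adjusted p = 0.310), or by 0.12 (exact p = 0.0159) when *Prf1* was left out after the data were seen. *Per1* turned to -0.04 without rat H16. Rank products called *Per2* and *Prf1* higher and *Arntl*, *Npas2* and *Egfr* lower.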

Upregulation of *Arntl/Clock*, *Npas2*/Clock paralog, and *Egfr* (epidermal growth factor receptor) as day genes and downregulation of *Prf1*(perforin 1), *Per* (period circadian clock) *1* and *2* as night genes in the H-group was consistent with the reversed expression pattern of these genes at the time point of tissue sampling (zeitgeber time 3) [2]. 

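*Ppargc1b*, a coactivator of mitochondrial and lipid genes, had a log2 value of 5.81 ± 0.39 (SD, n = 5) in the L-group and 6.33 ± 0.16 (SD, n = 4) in the H-group in the liver, a log2 fold change of 0.52 (standard error 0.19, adjusted p = 0.449) from limma, and rank products called it higher in the H-group. Larger differences without overlap were found in other regulators of transcription. *Bcl6*, a repressor, had 7.80 ± 0.91 against 9.80 ± 0.24, a log2 fold change of 2.00 (standard error 0.43, adjusted p = 0.177), and *Onecut1*, a transcription factor of hepatocytes, 7.97 ± 0.93 against 5.79 ± 0.74, a log2 fold change of -2.18 (standard error 0.47, adjusted p = 0.174). *Vgll4*, a cofactor of TEAD transcription factors, was at -0.74 (standard error 0.22, adjusted p = 0.343). None of these genes passed limma over all probe sets. Of 21 probe sets that the study lists under transcription by RNA polymerase II, 2 were higher and 19 lower in the H-group, and 13 passed limma adjusted over the list alone, which is not independent evidence because they were chosen on these arrays.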

Fourteen genes were identified as those related to RNA polymerase II-dependent transcription (GO0045944 and 0000122); among these, only *Ppargc1b* (*Pgc1b*) was upregulated, and the others were downregulated in the H-group.

**Table 2:**
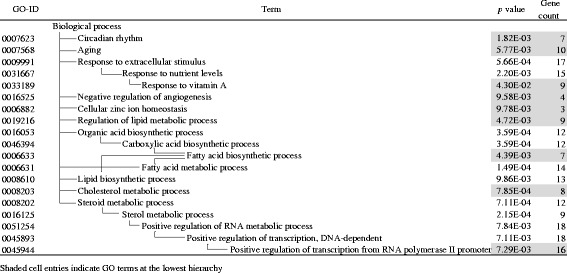
Significantly enriched GO terms found in liver LH186 + 189 genes

Besides the significant enrichment of LH186 + 189 genes to the GO terms related to lipid metabolism, LM43 + 83 genes were hard to analyze in this way because of the small population. We then dissected these genes with reference to the regulation of M vs H or L vs H DEGs (Fig. 2b). It was revealed that 14 + 26 probe sets were reversely regulated compared with L vs H or M vs H DEGs (Table 3). These sets included 11 metabolic enzyme genes (shaded cell entries): *Sds* (serine dehydratase) for utilization of glycogenic amino acids; *Acot1* (acyl-CoA thioesterase 1) for negative regulation of beta-oxidation; *Acsm2* (acyl-CoA synthetase medium-chain family member 2) for positive regulation of FA synthesis; *Agpat9* (1-acylglycerol-3-phosphate *O*-acyltransferase 9) for TG synthesis; *Gpd2* (glycerol-3-phosphate dehydrogenase 2, mitochondrial) for gluconeogenesis from glycerol; and *Cyp2b1*, *Akr7a3*, *Cyp26b1*, *Cyp4a8*, *Gstt3*, and *Sqrdl* for detoxication. 

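From L to M to H, 14 probe sets were called higher and then lower, and 25 lower and then higher, 39 in all. Limma called 2 in this way over all probe sets, 25 at an unadjusted p under 0.01. Of the enzymes among them, *Gpd2* went from 6.45 ± 0.44 (SD, n = 5) in the L-group to 5.83 ± 0.33 (SD, n = 4) in the M-group and 6.53 ± 0.49 (SD, n = 4) in the H-group. The aldehyde reductase *Akr7a3* went from 8.86 to 8.16 and 9.40. Both comparisons use the M arrays, with opposite sign, so that a chance deviation of the M rats alone gives reversed calls. With the M arrays divided so that no array served in both comparisons, 7 to 16 probe sets were reversed over 6 divisions. In 100 simulations without any diet effect 58.7 were reversed on average, and 78 of the 100 gave at least 39. The count was 24 without rat H16, 25 without L3 and 66 without M6. The 14 became 4 without M9, and the 25 became 16 without H12, 12 without H13, 12 without H16, 16 without L1, 15 without L3 and 51 without M6.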

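Rank products called 9 of the enzymes that the paper names in both comparisons of the M-group, while limma called none of the 9 over all probe sets, and the spread between rats was wide. The other two, *Agpat9* and *Cyp2b1*, have no probe set annotated to them alone and are not given. *Sds*, which turns serine into pyruvate for glucose synthesis, went from 6.79 ± 1.07 (SD, n = 5) in L to 7.41 ± 1.26 (SD, n = 4) in M and 6.45 ± 0.88 (SD, n = 4) in H, a log2 fold change of 0.63 (standard error 0.62) and then -0.96 (standard error 0.66). *Acot1*, which splits acyl-CoA, went from 6.25 ± 0.75 to 5.80 ± 1.81 and 7.61 ± 2.26, a log2 fold change of -0.46 (standard error 0.95) and then 1.81 (standard error 1.00). *Gpd2*, the mitochondrial glycerol-3-phosphate dehydrogenase, had log2 fold changes of -0.61 (standard error 0.25) and 0.69 (standard error 0.26), and *Acsm2*, which activates medium-chain fatty acids, -0.62 (standard error 0.57) and 1.00 (standard error 0.60). Among genes of detoxication, *Akr7a3* had -0.70 (standard error 0.41) and 1.24 (standard error 0.43), *Cyp26b1*, which clears retinoic acid, -0.61 (standard error 0.24) and 0.64 (standard error 0.25), and *Sqrdl*, which oxidizes sulfide, -0.51 (standard error 0.48) and 1.09 (standard error 0.51). *Cyp4a8* had -0.70 (standard error 0.38) and 0.43 (standard error 0.40), and the glutathione transferase *Gstt3* -0.32 (standard error 0.74) and 0.64 (standard error 0.78). The lowest limma adjusted p of the 9 was 0.750. From L to M, *Acot1* turned to 0.04 without rat M10 and to 0.00 without M9, and *Gstt3* to 0.02 without L1, 0.03 without M10 and 0.07 without M9.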

The other genes were involved in more diversified functions. This result indicates that the M-group is situated in a nutritional condition that controls the regulatory switching of these metabolic genes.

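Most genes of foreign compound metabolism and heat shock proteins had a lower mean in the M-group than in the L- and H-groups, but neither list passed the adjustment over the lists in either comparison. All 14 measured genes of xenobiotic metabolism were higher in H than in M, a list shift of 0.50 (SD 0.12 in M and 0.24 in H, exact p = 0.0286, adjusted p = 0.279), and 11 of the 14 were lower in M than in L, a shift of -0.22 (SD 0.19 in L and 0.12 in M, exact p = 0.0952, adjusted p = 0.929). This list holds genes, such as *Akr7a3* and *Cyp4a8*, that the paper picked as reversed on these arrays. Its direction is therefore not independent evidence. Without *Akr7a3* the shift from M to H was 0.45 (exact p = 0.0571). Without *Cyp4a8* that from L to M was -0.18 (exact p = 0.175). Both genes were left out after the data were seen. *Nqo1*, a quinone reductase, had a log2 fold change from M to H of 0.92 (standard error 0.30), and *Cyp2e1*, a cytochrome P450 of small molecules, 0.20 (standard error 0.07). All 6 heat shock genes were lower in M than in L, a shift of -0.36 (SD 0.35 in L and 0.25 in M, exact p = 0.143, adjusted p = 0.929), and higher in H than in M, a shift of 0.55 (SD 0.25 in M and 0.18 in H, exact p = 0.0286, adjusted p = 0.279). The shift from L to M was -0.23 without rat L2 and -0.21 without *Hspa1a*, left out after the data were seen. *Hspa1a*, an inducible chaperone, had log2 fold changes of -1.07 (standard error 0.50) and 1.35 (standard error 0.53), and *Hspb1*, a small heat shock protein, 1.19 (standard error 0.19, adjusted p = 0.150) from M to H. Limma called none of these genes over all probe sets, and *Hspb1* adjusted over the list alone. At an unadjusted p under 0.05, 5 xenobiotic and 2 heat shock genes were higher in H than in M, and rank products called 6 and 2. From the reversed genes the paper concludes that the M-group is in a nutritional condition that controls the switching of these metabolic genes.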

**Table 3:**
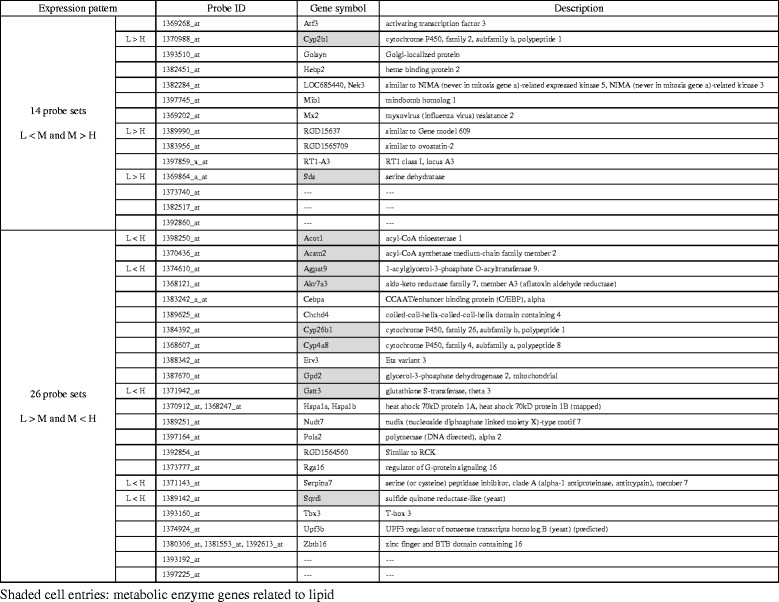
The list of the reversely regulated liver LM43 + 83 genes

### Response of the adipose tissue transcriptomes to the increased ratio of fat to carbohydrate

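WAT and BAT of the same 5 rats of the L-group and 4 rats of the H-group were hybridized to the same type of array, 1 array per tissue and rat. The data hold no arrays of the M-group for these tissues. The authors made the WAT values with qFARMS, a factor analysis of quantile normalized probes that sets a probe set without a shared signal to a single value, and the BAT values with GCRMA, which corrects the background by probe GC content. Both are deposited as log2. In WAT the values ran from 4.56 to 14.9, and 5280 of 31042 probe sets (17.0%) varied over the 9 arrays, while 25762 held 1 value to within 1e-06. In BAT they ran from 2.29 to 15.71, 20672 probe sets (66.6%) varied, and 13221 lay within 0.1 of the lowest value on every array. Each tissue was analysed on its own as in the liver, with limma fitted to its 9 arrays. List genes that hold 1 value stay in the score, which makes the shift of a list smaller than over its varying genes. The sizes of log2 differences are not on 1 scale across the tissues, because each was summarized by another method. The smallest adjusted p of a list was 0.155 in WAT and 0.0619 in BAT. Camera with its preset correlation called 4 lists in WAT and 9 in BAT, and 0 in either with an estimated correlation. Rat H15 in WAT and rat H16 in BAT stood apart from the other arrays on the first principal component.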

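Among the largest differences between the L- and H-groups without overlap, *Pnpla3*, a lipase-family gene induced by feeding, and *Cish*, a suppressor of cytokine and growth hormone signaling, were on the lower side in the H-group in both adipose tissues. In WAT, *Cish* had a log2 fold change of -1.72 (standard error 0.34, adjusted p = 0.540) and *Pnpla3* -1.30 (standard error 0.23, adjusted p = 0.443). In BAT they had -1.49 (standard error 0.43) and -1.55 (standard error 0.42), where this probe set of *Cish* is not the one with the highest signal, which had -1.87. On the lower side in WAT were also *Rgs3*, a regulator of G protein signaling, at -1.23 (standard error 0.29), and *Star*, a cholesterol transporter of mitochondria, at -1.03 (standard error 0.27), and on the higher side *Sema3e*, a guidance factor, at 0.98 (standard error 0.30), and *Siglec10*, a receptor of leukocytes, at 0.88 (standard error 0.19). In BAT, *Sult1c3*, a sulfotransferase, had -3.04 (standard error 0.51, adjusted p = 0.402), *Gng13*, a G protein subunit, -2.23 (standard error 0.42), and *Gcat*, an enzyme of threonine breakdown, -1.65 (standard error 0.21, adjusted p = 0.402), and *Cyp2e1* had 1.62 (standard error 0.32, adjusted p = 0.508). *Sult1c3* lay at the lowest BAT value in rat H16, where lower levels cannot be told apart, so that its difference is no exact size. Rank products called 228 probe sets higher and 333 lower in WAT of the H-group (561), and 211 higher and 401 lower in BAT (612). Limma called 17 probe sets in WAT, each with a log2 difference under 0.01 on a probe set that the summarization held within 0.01 of 1 value, and 0 in BAT over all probe sets (1387 at an unadjusted p under 0.05). When rank products were run on the varying probe sets alone, an alternative chosen after the data were seen, 48 were called in WAT and 413 in BAT, and 612 were called in BAT without the genes of skeletal muscle. The WAT count was 343 without rat L2, 342 without L3, 317 without H13 and 361 without H16, and the BAT count 399 without L4 and 396 without H15. Probe sets higher in WAT numbered 71 without H12, 43 without H13, 94 without H15 and 39 without H16, and those lower 198 without L1, 136 without L2, 169 without L3, 176 without L4 and 207 without L5. In BAT 86 were higher without H12, 26 without H13 and 39 without H15, and 263 were lower without L1, 227 without L2, 227 without L3 and 225 without L4.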

Because the hepatic transcriptome response as described above suggested some change in energetic interaction with other tissues such as adipose tissues, we analyzed the transcriptomes of WAT and BAT in each experimental condition (Table 4). The L vs H DEGs of these tissues were subjected to GO term enrichment analysis as in the case of the liver. 

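Genes of fatty acid synthesis were on the lower side in WAT of the H-group against the L-group. The desaturase gene *Scd* had a log2 value of 14.35 ± 0.58 (SD, n = 5) in the L-group and 9.31 ± 1.57 (SD, n = 4) in the H-group, a log2 fold change of -5.05 (standard error 0.74, adjusted p = 0.263) from limma. *Fasn*, the fatty acid synthase, had -1.15 (standard error 0.26, adjusted p = 0.623) on the probe set with the highest signal and -1.78 (standard error 0.42) on another. *Acaca*, the first committed enzyme of fatty acid synthesis, had -1.28 (standard error 0.32) on the probe set with the highest signal and -0.66 (standard error 0.15) on the one that the paper lists, the elongase *Elovl6* -0.76 (standard error 0.20), with -0.96 and -0.74 on those that the paper lists, and *Aacs*, which activates acetoacetate, -0.13 (standard error 0.03). All 11 varying genes of fatty acid synthesis were lower in the H-group, and the list shifted by -0.74 (SD 0.14 in L and 0.26 in H, exact p = 0.00794, adjusted p = 0.155), or by -0.41 (exact p = 0.00794) when *Scd* was left out after the data were seen. Over all probe sets limma called 0 of them, 8 at an unadjusted p under 0.05 and 8 adjusted over the list alone, and rank products called 10. Markers of adipocytes shifted by -0.12 (SD 0.06 in L and 0.09 in H, exact p = 0.0794, adjusted p = 0.344) in the same arrays, with 8 of 11 varying markers lower, or by -0.05 (exact p = 0.516) when *Serpina12* was left out after the data were seen, and those of macrophages by 0.22 (exact p = 0.0556). Desaturation and elongation genes shifted by -0.59 (SD 0.07 in L and 0.21 in H, exact p = 0.00794, adjusted p = 0.155), with 5 genes varying, 3 of them lower. *Scd* carries most of this shift, which was -0.10 (exact p = 0.0952) without it. *Hsd17b12*, a reductase of fatty acid elongation, was at -0.25 (standard error 0.09). Genes of cholesterol synthesis shifted by -0.01 (SD 0.05 in L and 0.05 in H, exact p = 0.849, adjusted p = 0.946), with 3 higher and 6 lower among the 9 that varied. *Cyp51*, a demethylase of sterol synthesis, was at -0.19 (standard error 0.11) and *Dhcr7*, its last reductase, at 0.25 (standard error 0.15). Of 27 probe sets that the study lists under lipid biosynthesis, 24 were listed and found lower in the H-group, and 12 passed limma adjusted over the list alone. They were chosen on these arrays and are not independent evidence.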

WAT LH235 + 336 DEGs showed marked enrichment to the terms related to lipid metabolism (42 genes to GO0008610, 0006635, and 0045444) (Table 5), and most of the metabolic enzyme genes were downregulated in the H-group (Additional file 4). It is possible that both lipid synthesis and beta-oxidation were suppressed in this condition. 

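Genes of fatty acid beta-oxidation differed by less between the groups than *Scd*, *Fasn* and *Acaca*, but *Eci1* and *Ehhadh* by more than *Aacs* (-0.13). Whether the lists of beta-oxidation and synthesis differ was not tested. *Ehhadh*, a peroxisomal enzyme of beta-oxidation, had a log2 fold change of -0.38 (standard error 0.15, adjusted p = 0.805) in WAT, *Eci1*, an isomerase for unsaturated fatty acids, -0.47 (standard error 0.22), and *Cpt1a*, which admits fatty acids to mitochondria, 0.28 (standard error 0.16). Of the 20 varying genes of the list, 7 were higher and 13 lower in the H-group, and the list shifted by -0.07 (SD 0.10 in L and 0.21 in H, exact p = 0.571, adjusted p = 0.891). The shift was -0.03 without rat L3, -0.16 without H12, -0.00425 without H13 and -0.02 without H15. None of them was called by limma over all probe sets, 1 at an unadjusted p under 0.05 and 0 adjusted over the list alone, and rank products called 5, all lower. The study lists 8 probe sets under beta-oxidation, 2 higher and 6 lower, and each had the listed direction. Limma adjusted over the list alone called 1, which is not independent evidence because they were chosen on these arrays. From the genes of lipid metabolism the paper proposes that both lipid synthesis and beta-oxidation were suppressed in WAT of the H-group.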

Other characteristics of WAT LH235 + 336 DEGs were the high frequency of regulatory protein genes in the GO terms related to glucose metabolism (GO006006) (*Pik3r1*, *Lep*, *Il6st*, *Igf2*, *Atf3*, *Crem*, *Pdk1*, and *Ppp1r1a*, totally 8 genes/another 13 genes), and insulin signaling (GO0032868) (*Lyn*, *Foxo1*, *Acvr1c*, *Pde3b*, and *Shc1*, totally 5 genes/another 9 genes). Most of these genes were downregulated in the H-group except *Lep* encoding satiety hormone leptin, *Il6st* encoding IL-6 inflammatory signal transducer, and *Lyn* encoding tyrosine kinase. 

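Leptin, the satiety hormone of fat cells, and the cytokine receptor subunit *Il6st* were on the higher side in WAT of the H-group, with log2 fold changes of 0.42 (standard error 0.38) for *Lep* and 0.42 (standard error 0.33) for *Il6st*, and the tyrosine kinase *Lyn* had 0.38 (standard error 0.20), with rat H12 at 7.68 apart from the other H rats. *Pik3r1*, the regulatory subunit of PI3 kinase, had -1.08 (standard error 0.58), *Igf2*, a growth factor, -0.92 (standard error 0.29), with rat L4 at 8.87 apart from the other L rats, and *Foxo1*, a transcription factor restrained by insulin, -0.35 (standard error 0.20). *Pdk1*, which restrains pyruvate oxidation, had -0.70 (standard error 0.39), *Pde3b*, the phosphodiesterase through which insulin lowers cyclic AMP, -0.21 (standard error 0.17), and the receptor adaptor *Shc1* -0.19 (standard error 0.06). The transcription factors *Atf3* and *Crem* had -0.70 (standard error 0.61) and -0.19 (standard error 0.08), the phosphatase inhibitor *Ppp1r1a* -0.23 (standard error 0.14), and the activin receptor *Acvr1c* -0.38 (standard error 0.38). Rank products called all 13 in these directions. Limma called none over all probe sets, with adjusted p from 0.628 to 0.851, and for several the standard error was close to the difference itself. Of 15 probe sets that the study lists under response to insulin, 10 were lower, and 5 had an unadjusted limma p under 0.05. Of 17 listed under glucose metabolism, 14 were lower and 4 had such a p. Adjusted over the list alone these counts were 0 and 1, and the lists, chosen on these arrays, are not independent evidence.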

There were 12 genes attributed to the GO terms related to bone formation (GO0060348 and GO0001503).

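Several genes of bone and matrix formation were on the higher side in WAT of the H-group. *Papss2*, which supplies sulfate for matrix glycans, had a log2 fold change of 0.34 (standard error 0.08, adjusted p = 0.623) from limma, *Spp1*, which encodes osteopontin, 0.79 (standard error 0.31), *Fhl2*, a transcription cofactor, 0.58 (standard error 0.28), and *Sparc*, a collagen-binding protein, 0.23 (standard error 0.06). Of the 12 genes, 10 were higher and 2 lower, and the list shifted by 0.33 (SD 0.18 in L and 0.16 in H, exact p = 0.0317, adjusted p = 0.310). Limma called 0 over all probe sets, 3 at an unadjusted p under 0.05 and 1, *Papss2*, adjusted over the list alone, and rank products called 8 higher and 2 lower. The study's own terms for bone hold 15 and 13 probe sets, 10 higher and 5 lower and 9 higher and 4 lower, all in the listed direction. Limma called 0 in either over all probe sets and 0 adjusted over the list alone, with 5 and 3 at an unadjusted p under 0.05, and rank products called 14 and 12. These genes were chosen by the study on these arrays and are not independent evidence. Macrophages also express *Spp1*, and macrophage markers differed in the same direction. Of 10 varying markers 9 were higher in the H-group, with *Cd68* at 0.50 (standard error 0.21) and the scavenger receptor *Cd163* at 0.26 (standard error 0.07), a list shift of 0.22 (SD 0.14 in L and 0.11 in H, exact p = 0.0556, adjusted p = 0.310). *Gpnmb*, a gene of both lists, had the largest difference in each, 0.82. Without it, a choice made after the data were seen, the shifts were 0.28 (exact p = 0.0476) for bone formation and 0.16 (exact p = 0.0794) for macrophages.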

**Table 4:** Differentially expressed genes in the liver and in the adipose tissues

Tissue	L < H	L > H
Liver	206	230
WAT	235	336
BAT	212	405

**Table 5:**
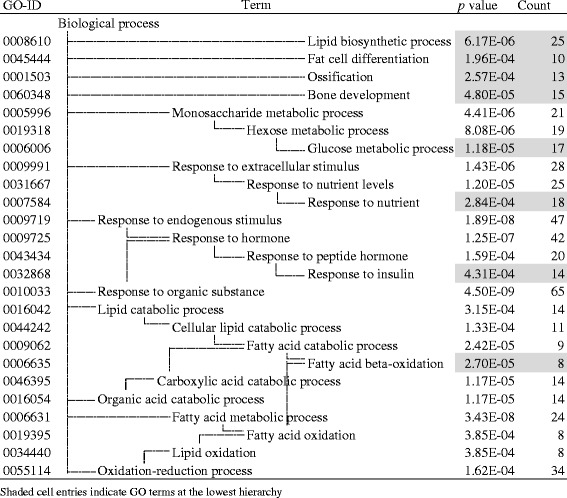
Significantly enriched GO terms found in WAT LH235 + 336 genes

BAT LH212 + 405 DEGs exhibited a regulatory pattern similar to that of WAT DEGs (Table 6), where all of the enzyme genes related to lipid metabolism were downregulated in the H-group (24 genes in GO0006631 and 0006695, shaded cell entries in Additional file 5). 

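In BAT of the H-group, genes of both fatty acid and cholesterol synthesis were mostly on the lower side against the L-group. The desaturase gene *Scd* had a log2 value of 14.78 ± 0.09 (SD, n = 5) in the L-group and 13.23 ± 0.60 (SD, n = 4) in the H-group. This is a log2 fold change of -1.55 (standard error 0.26, adjusted p = 0.402) from limma. Another probe set that the paper lists, not annotated to *Scd* alone, had -0.55 (standard error 0.26, unadjusted limma p = 0.0688). *Cyp51* had 6.22 ± 0.19 against 5.19 ± 0.13, a log2 fold change of -1.03 (standard error 0.11, adjusted p = 0.291). *Fdft1*, the squalene synthase, had -1.32 (standard error 0.24) on the probe set with the highest signal and -0.59 (standard error 0.28, unadjusted p = 0.0733) on the one that the paper lists, *Nsdhl*, a dehydrogenase of sterol synthesis, -0.66 (standard error 0.13), and *Pmvk*, a kinase of the mevalonate pathway, -0.56 (standard error 0.09). *Acss2*, which makes acetyl-CoA from acetate, had -0.73 (standard error 0.12), *Acly*, which makes it from citrate, -0.73 (standard error 0.17), *Fads1* -1.44 (standard error 0.25), and *Elovl6* -0.97 (standard error 0.32), with -0.88 and -1.06 on the probe sets that the paper lists. Of 17 genes of cholesterol synthesis 15 were lower, a list shift of -0.50 (SD 0.11 in L and 0.16 in H, exact p = 0.00794, adjusted p = 0.0619), and of 13 varying genes of fatty acid synthesis 11 were lower, a shift of -0.54 (SD 0.09 in L and 0.25 in H, exact p = 0.00794, adjusted p = 0.0619). Over all probe sets limma called 0 of either. Adjusted over the list alone it called 7 of cholesterol and 10 of fatty acid synthesis, all lower, with 8 and 10 at an unadjusted p under 0.05, and rank products called 9 and 8. With an estimated correlation, camera gave p = 0.00471 for cholesterol and p = 0.00350 for fatty acid synthesis, both with an adjusted p of 0.0597 over the lists. Desaturation and elongation genes shifted by -0.45 (SD 0.06 in L and 0.25 in H, exact p = 0.00794, adjusted p = 0.0619), with 8 of 9 lower. Skeletal muscle markers were higher in the same H rats, and with their score as a covariate the shifts were -0.52 for cholesterol and -0.54 for fatty acid synthesis. All 22 probe sets that the study lists under fatty acid metabolism had the listed direction, 3 higher and 19 lower, and 11 under cholesterol synthesis were lower. Limma adjusted over the list alone called 8 and 9 of them, which is not independent evidence because they were chosen on these arrays.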

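*Idh1*, which makes NADPH in the cytosol, had a log2 fold change of -0.45 (standard error 0.04, adjusted p = 0.291) in BAT from limma, *Me1*, the malic enzyme that also supplies NADPH, -1.48 (standard error 0.25) (-1.38 on the probe set that the paper lists), and *Taldo1* of the pentose phosphate pathway -0.66 (standard error 0.19). Of 8 genes of NADPH supply, 7 were lower in the H-group, a list shift of -0.32 (SD 0.12 in L and 0.26 in H, exact p = 0.0317, adjusted p = 0.177). It was -0.21 without rat H16, which stands apart in BAT, and -0.17 (exact p = 0.151) without *Me1*, left out after the data were seen. Limma called 0 over all probe sets, 3 at an unadjusted p under 0.05 and 3 adjusted over the list alone, and rank products called 3. Genes of fatty acid oxidation were mostly on the other side. *Acadvl*, the first dehydrogenase for long-chain fatty acids, had 0.22 (standard error 0.05), the electron carrier subunits *Etfa* and *Etfb* 0.20 (standard error 0.05) and 0.24 (standard error 0.06), and *Echs1*, a hydratase, 0.20 (standard error 0.05). Of 21 genes of beta-oxidation 16 were higher in the H-group, a shift of 0.06 (SD 0.06 in L and 0.14 in H, exact p = 0.357, adjusted p = 0.663), with 9 at an unadjusted limma p under 0.05, 4 adjusted over the list alone and 0 over all probe sets, while rank products called 1, lower. This shift was 0.04 without rat L4, 0.01 without H13, 0.12 without H16, 0.13 when *Ehhadh* was left out after the data were seen, and -0.03 with the skeletal muscle score as a covariate. The study lists 41 probe sets under oxidation-reduction, 9 higher and 32 lower, all found in the listed direction, and 23 passed limma adjusted over the list alone. They were chosen on these arrays and are not independent evidence.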

The other 23 enzyme genes were in the oxidation-reduction category (GO0055114) of which 15 genes were downregulated in the H-group. BAT DEGs also contained another 46 genes classified as organic substance responsive components (GO0010033) that encode regulatory proteins, transcription factors (SREBF2, glucagon receptor), and transporters. 

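*Srebf2*, the transcription factor of cholesterol synthesis genes, had a log2 value of 7.25 ± 0.20 (SD, n = 5) in the L-group and 6.74 ± 0.61 (SD, n = 4) in the H-group in BAT, a log2 fold change of -0.51 (standard error 0.28, adjusted p = 0.970) from limma, and rank products did not call it (FDR 0.0502). Rat H16, at 5.83, lay apart from the other H rats, whose mean of 7.04 was closer to the 7.25 of the L-group. The glucagon receptor gene *Gcgr* had 3.87 ± 0.45 against 3.44 ± 0.12, a log2 fold change of -0.43 (standard error 0.23, adjusted p = 0.970), and rank products called it lower (FDR 0.0459). Larger differences without overlap were seen in *Slc25a10*, a dicarboxylate carrier of mitochondria, at -1.42 (standard error 0.23, adjusted p = 0.402), and on the higher side in *Slc38a1*, an amino acid transporter, at 1.12 (standard error 0.57, adjusted p = 0.970), and *Id1*, an inhibitor of transcription factors, at 1.12 (standard error 0.45, adjusted p = 0.970). None of these genes passed limma over all probe sets. Of 64 probe sets that the study lists under response to organic substance, 63 had the listed direction, 22 being listed higher and 42 lower, and 23 passed limma adjusted over the list alone, which is not independent evidence because they were chosen on these arrays.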

The remainder was 12 genes for muscle contraction (GO0006936) such as *actin*, *myosin*, and *troponin* genes.

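Genes of skeletal muscle contraction were on the higher side in BAT of the H-group, and the difference lay in 2 of the 4 rats. *Acta1*, the actin of skeletal muscle, was at the lowest BAT value of 2.29 in every L rat and in rats H12 and H16, and at 7.55 in H13 and 9.13 in H15, a log2 fold change of 3.02 (standard error 1.53). *Mylpf*, a light chain of fast myosin, reached 7.29 in H13 and 8.66 in H15, *Ckm*, the creatine kinase of muscle, 5.14 and 6.37, and *Tnnt3*, a fast troponin, 4.39 and 5.95. The troponin genes *Tnni2* and *Tnnc2* had log2 fold changes of 1.70 (standard error 0.85) and 2.19 (standard error 1.10), and *Myl1*, another light chain, 0.98 (standard error 0.43). *Mb*, the oxygen carrier of muscle, was higher in all 4 H rats than in any L rat, at 4.04 ± 0.86 (SD, n = 5) in the L-group and 6.15 ± 0.57 (SD, n = 4) in the H-group, a log2 fold change of 2.11 (standard error 0.49, adjusted p = 0.592) from limma, and *Mybpc2*, a myosin binding protein, had 0.52 (standard error 0.08), with 0.70 on the probe set that the paper lists. All 20 varying muscle markers were higher in the H-group, and their score shifted by 1.11 (SD 0.05 in L and 1.19 in H, exact p = 0.00794, adjusted p = 0.0619). It was 1.23 in rat H13 and 1.99 in H15, against -0.34 in H12 and -0.42 in H16, and the shift without H15 was 0.65. Of the 20 markers, 14 lay within 0.1 of the lowest BAT value on every L array, where lower levels cannot be told apart. The shift and the log2 fold changes of *Acta1*, *Tnni2* and *Tnnc2* are therefore no exact sizes. The distances of H13 and H15 from the L rats are lower bounds. These 14 markers could hardly vary other than upward, so that the count of 20 higher markers says little about direction. The exact p rests on a narrow gap, with H16 at -0.416 and L1, the highest L rat, at -0.425. Limma called 0 of them over all probe sets and 2, *Mb* and *Mybpc2*, at an unadjusted p under 0.05 and adjusted over the list alone, and rank products called 11. With an estimated correlation camera gave p = 0.0502 (adjusted p = 0.258). Smooth muscle genes were on the other side. *Myh11*, the smooth muscle myosin, had 8.64 ± 0.25 against 7.71 ± 0.14, a log2 fold change of -0.93 (standard error 0.14, adjusted p = 0.402), and *Tagln* -0.60 (standard error 0.23), with 5 of 6 markers lower and a shift of -0.30 (SD 0.37 in L and 0.15 in H, exact p = 0.183, adjusted p = 0.508), which was -0.19 without rat L1 and -0.17 when *Myh11* was left out after the data were seen. Thermogenesis genes were higher in 10 of 12 varying cases, a shift of 0.18 (SD 0.13 in L and 0.06 in H, exact p = 0.0635, adjusted p = 0.275). *Cox8b*, a cytochrome oxidase subunit of muscle and brown fat, had 0.63 (standard error 0.07, adjusted p = 0.291), *Ppargc1b* 0.75 (standard error 0.11), *Cidea*, a lipid droplet protein, 0.14 (standard error 0.04), and *Ucp1*, the uncoupling protein of brown fat, 0.20 (standard error 0.08). The study lists 13 probe sets under muscle contraction, 11 higher and 2 lower, all in the listed direction, and 3 passed limma adjusted over the list alone. They were chosen on these arrays and are not independent evidence.

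**Figure D1:**
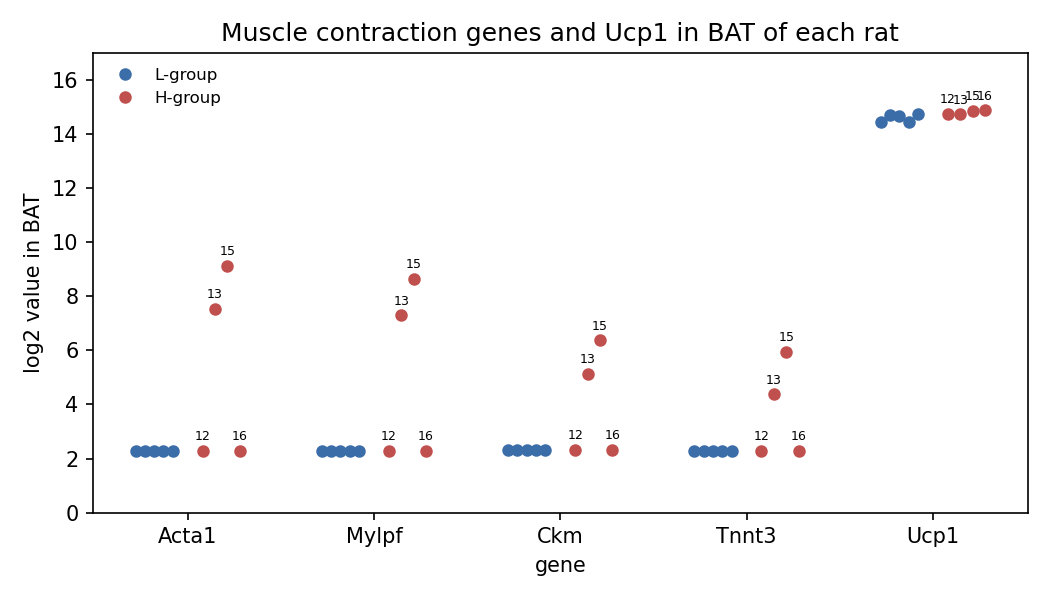
Log2 values of *Acta1*, *Mylpf*, *Ckm*, *Tnnt3* and *Ucp1* in BAT of each rat, 5 of the L-group (blue) and 4 of the H-group (red, labelled by rat). The 4 muscle genes are far above the L rats in H13 and H15 alone, with *Acta1* at 7.55 and 9.13 there, while *Ucp1* differs little between rats.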

**Table 6:**
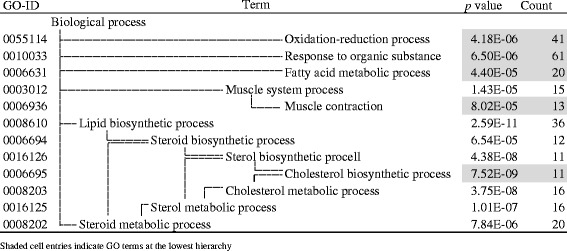
Significantly enriched GO terms found in BAT LH212 + 405 genes

### Search for upstream regulators common among the liver and adipose tissues

Given the results of GO analysis that the H-diet generally induced the upregulation of FA unsaturation and Chl synthesis in the liver (Additional file 3) and the downregulation of FA synthesis in the adipose tissues (Additional files 4 and 5), we assessed whether these gene regulations were caused by some biological signals common among these tissues using the Ingenuity Pathway Analysis (IPA). Table 7 lists the IPA upstream regulators that were predicted to be activated or repressed (absolute z-score > 2.5) from the input of L vs H DEGs (Table 4). Relatively high *z*-scores were observed with LY294002 (PI3 kinase inhibitor) in WAT (3.07) and BAT (2.73) [44], suggesting the inhibition of insulin signaling in the H-group. This is consistent with the result that two well-known components of insulin downstream signaling (SREBF1 for FA synthesis and SREBF2 for Chl synthesis) were inactivated (negative *z*-scores) both in WAT (−3.68 and −4.18) and BAT (−3.52 and −4.17). It is also notable that INSIG (insulin-induced gene protein) 1 and 2, which play roles as repressors of SREBF [48, 49], seemed to be activated in BAT (3.61 and 2.93). In addition, pirinixic acid, a specific agonist of PPAR (peroxisome proliferator-activated receptor) alpha, was detected as a WAT/BAT common upstream regulator. 

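Genes of the insulin signaling list, each on the probe set with the highest signal, went both ways in the adipose tissues. In BAT, *Akt2*, the main kinase of insulin action on glucose uptake, had a log2 fold change of 0.25 (standard error 0.07), and *Trib3*, an inhibitor of AKT kinases, -0.88 (standard error 0.28). *Pik3r1* had -0.58 (standard error 0.24) there on the probe set with the highest signal, which the list uses, and -1.996 (standard error 0.46) on another that the paper lists. In WAT, *Tbc1d4*, a substrate of AKT in glucose transport, had -0.07 (standard error 0.17), which turned to 0.06 without rat L3. Of the 5 varying genes of the list in WAT, 2 were higher and 3 lower in the H-group. The probe sets that the paper lists in WAT for *Pik3r1* and *Foxo1* are not part of this score. They had -1.08 (standard error 0.58) and -0.35 (standard error 0.20), and rank products called both lower. The counts and the shift in WAT therefore depend on the probe sets chosen. The shift in WAT was -0.03 (SD 0.04 in L and 0.03 in H, exact p = 0.270, adjusted p = 0.636), with -0.0152 without rat L3 and -0.0176 without H16. It is a mean over the whole list, and the genes held at 1 value make it smaller. Of the 14 varying genes in BAT, 8 were higher and 6 lower, a shift of -0.03 (SD 0.12 in L and 0.23 in H, exact p = 0.810, adjusted p = 0.996), which turned to 0.02 without rat L1 and 0.08 without H16, and was -0.07 without L4, -0.06 without H12 and -0.09 without H13. Without *Trib3*, left out after the data were seen, it was 0.03. Over all probe sets 0 of these genes were called by limma and 0 adjusted over the list alone, with 1 in WAT and 4 in BAT at an unadjusted p under 0.05, and rank products called 2 in each tissue, all lower. These values are transcript levels of the signaling genes, and the activity of PI3 kinase was not measured. From the pattern of a PI3 kinase inhibitor among the predicted upstream regulators, the paper proposes that insulin signaling is inhibited in the H-group.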

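The list of fatty acid synthesis was on the lower side in both adipose tissues of the H-group, and that of cholesterol synthesis in BAT, with adjusted p of 0.155 in WAT and 0.0619 for each in BAT. No list of SREBF targets as such was tested. In the scores of fatty acid synthesis every H rat lay below every L rat in WAT and in BAT, and in those of cholesterol synthesis every H rat lay below every L rat in BAT, which gives the smallest exact p that 5 rats against 4 allow. The cholesterol scores in WAT overlapped. *Srebf1* itself had a log2 fold change of -0.08 (standard error 0.14) in WAT, where it turned to 0.04 without rat H15, and 0.22 (standard error 0.17) in BAT, and neither rank products nor limma called it there. The cholesterol score in WAT was 0.00352 with the mean of all probe sets of a gene, 0.000474 without rat L2, 0.00670 without L5 and 0.0128 without H13, against -0.0260 without L1, -0.0237 without H12 and -0.0114 without H16.

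**Figure D2:**
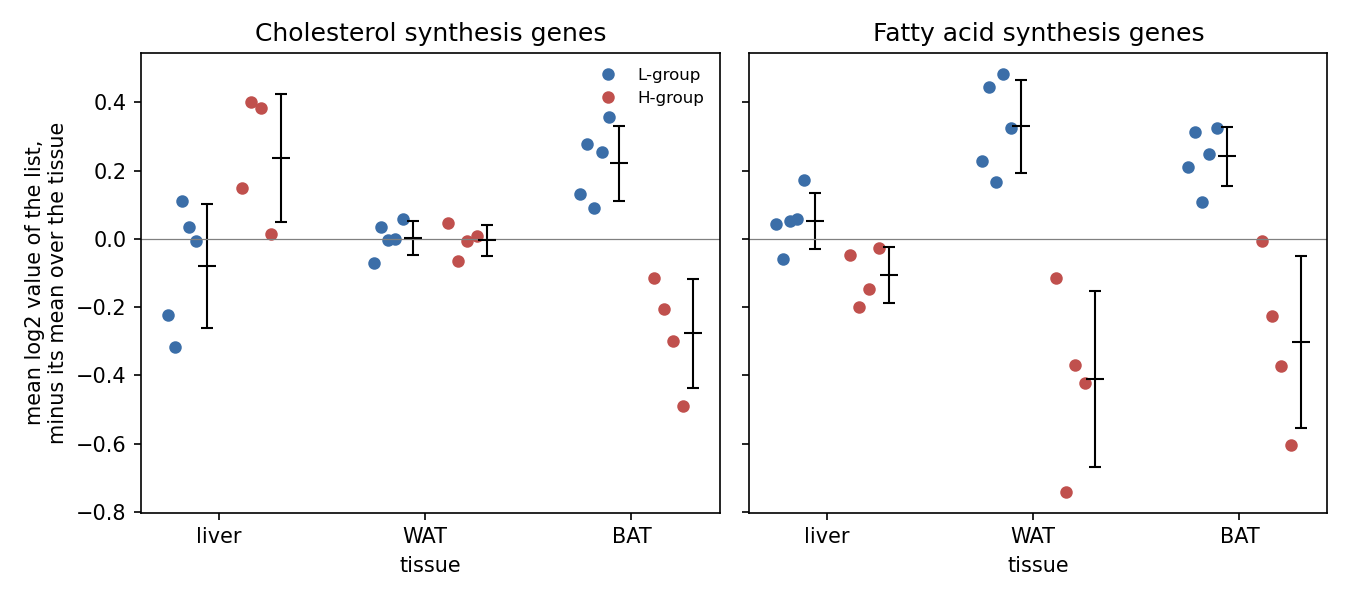
Scores of the cholesterol synthesis and fatty acid synthesis lists in liver, WAT and BAT, as the mean log2 deviation of the genes of the list from their mean over the tissue, for each rat of the L-group (blue) and the H-group (red), with bars at the mean ± SD. In BAT the 4 H rats lie below the 5 L rats in both lists.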

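*Insig1*, which holds SREBF proteins in the endoplasmic reticulum and is itself a target of SREBF, was on the lower side in BAT of the H-group, at 11.95 ± 0.38 (SD, n = 5) in the L-group and 10.74 ± 0.37 (SD, n = 4) in the H-group, a log2 fold change of -1.21 (standard error 0.25, adjusted p = 0.533) from limma, and rank products called it lower. *Insig2*, its paralog, had 7.84 ± 0.23 against 7.86 ± 0.13, a log2 fold change of 0.03 (standard error 0.13, adjusted p = 1.00), and turned to -0.03 without rat H16, -0.000321 without L1, -0.06 without L4 and -0.11 with array weights. Of the 6 genes of SREBF regulation and sterol uptake, 2 were higher and 4 lower, a list shift of -0.21 (SD 0.08 in L and 0.07 in H, exact p = 0.00794, adjusted p = 0.0619), or of -0.00831 when *Insig1* was left out after the data were seen. Over all probe sets 0 of them were called by limma and *Insig1* at an unadjusted p under 0.05 and adjusted over the list alone (adjusted p = 0.00940), and rank products called *Insig1*. In WAT, *Insig1* had -0.46 (standard error 0.16). The list, with 2 of its 6 genes varying, had a shift of -0.09 (SD 0.05 in L and 0.08 in H, exact p = 0.0794, adjusted p = 0.344), a mean that the genes held at 1 value make smaller. The shift was -0.06 without rat H15 and -0.02 without *Insig1*. These are transcript levels, whereas the activation of both proteins in the paper is predicted from their target genes.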

The negative *z*-scores for pirinixic acid (−3.07 in WAT and −2.99 in BAT) suggest the repression of this process. 

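Target genes of PPAR alpha went both ways in the adipose tissues of the H-group. *Angptl4*, a secreted inhibitor of lipoprotein lipase, had a log2 fold change of -0.21 (standard error 0.14) in WAT and -0.54 (standard error 0.23) in BAT. In BAT, *Plin2*, a coat protein of lipid droplets, had -0.45 (standard error 0.14), and *Acadm*, the medium-chain dehydrogenase of beta-oxidation, 0.11 (standard error 0.03). Of the 8 varying target genes in WAT, 4 were higher and 4 lower, a list shift of -0.01 (SD 0.07 in L and 0.08 in H, exact p = 0.810, adjusted p = 0.929), and of the 14 in BAT, 7 were higher and 7 lower, a shift of -0.09 (SD 0.05 in L and 0.22 in H, exact p = 0.452, adjusted p = 0.767). By limma, 0 of them were called over all probe sets and 0 adjusted over the list alone, with 1 in WAT and 4 in BAT at an unadjusted p under 0.05, and rank products called 1 in WAT and 3 in BAT, all lower. The shift in WAT turned to 0.00126 without rat L1, 0.00804 without L2 and 0.0212 without H13, and that in BAT to 0.00199 without H16. They were -0.0242 without L4, -0.0309 without L5 and -0.0409 without H12 in WAT, and -0.17 without H13 in BAT. With *Ehhadh* left out after the data were seen, the shifts were 0.0127 in WAT and -0.0185 in BAT.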

The liver transcriptome showed relatively low absolute *z*-scores except for peptidylprolyl isomerase F (PPIF or cyclophilin D) (*z*-score = 2.83).

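*Ppif*, which encodes cyclophilin D, a regulator of the mitochondrial permeability pore, had a log2 value of 6.27 ± 0.16 (SD, n = 5) in the L-group and 6.24 ± 0.16 (SD, n = 4) in the H-group in the liver. This is a log2 fold change of -0.03 (standard error 0.11, adjusted p = 0.965) from limma, smaller than the spread between rats, and rank products did not call it. It turned to 0.02 without rat H12, 0.0146 without H13, 0.00413 without L1 and 0.0134 without L4. The score in the paper is predicted from genes downstream of PPIF, not from its own transcript. Genes of the interferon response were higher in the liver of the H-group in 11 of 11 cases, with *Ifit2*, an antiviral protein, at 0.52 (standard error 0.14, adjusted p = 0.317), and their list shifted by 0.44 (SD 0.14 in L and 0.73 in H, exact p = 0.246, adjusted p = 0.505). Rat H15 carries most of this shift, which was 0.12 without it and 0.67 without H16. Limma called 0 of them over all probe sets, 1 at an unadjusted p under 0.05 and 1, *Ifit2*, adjusted over the list alone, and rank products called 2.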

**Table 7:**
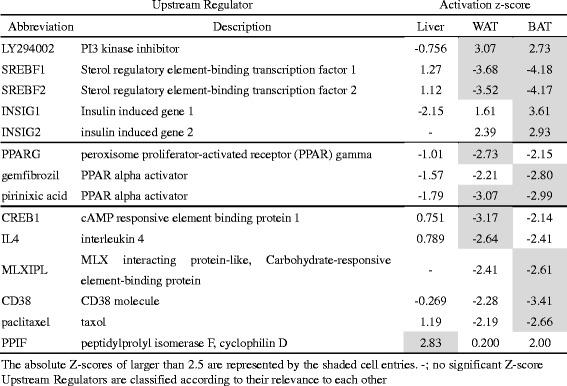
Comparison of IPA upstream regulators among the liver and the adipose tissue transcriptomes

## Discussion

We have analyzed the transcriptomic responses of the liver and adipose tissues to an increased ratio of F to C under isoenergetic conditions. In this study, three types of diets were adjusted with soybean oil to construct the C-F ratios, since it is the major oil in human diets. Soybean oil has some beneficial effects [45, 50], and hepatic transcriptomes can be influenced by oil and fat profiles [18]. Although the fatty acid profile was different among three diets because of identical quantities of lard rich in saturated FA, it is crucial that the main energy resource was changed from C to F. The rats showed no between-group differences in body weight or in relative tissue weight (Additional file 2b); however, higher serum ALT levels were observed in the H-group compared with the L- and M-groups (Table 1). Because no significant fluctuations were observed among the other damage markers, the liver damage in the H-group seems to be limited in extent. This is in accordance with the fact that no significant enrichment of DEGs detected in GO terms related to liver damage, such as inflammation or fibrosis [25].

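Markers of inflammation and fibrosis were not higher as a group in the liver of the H-group. *Crp*, an acute phase protein made by hepatocytes, had 11.36 ± 0.19 (SD, n = 5) in the L-group and 10.98 ± 0.27 (SD, n = 4) in the H-group, a log2 fold change of -0.38 (standard error 0.12, adjusted p = 0.366) from limma, *Il6*, an inflammatory cytokine, -0.15 (standard error 0.05), and *Col1a2*, a chain of fibrillar collagen, -0.29 (standard error 0.12). Of the 13 genes of the list, 5 were higher and 8 lower, and the list shifted by -0.03 (SD 0.03 in L and 0.13 in H, exact p = 0.706, adjusted p = 0.761), which turned to 0.03 without rat H13 and was -0.0399 without L3, -0.0738 without H12 and -0.0428 without H15. Without *Crp*, left out after the data were seen, it was 0.00344. By limma, 0 of them were called over all probe sets and 0 adjusted over the list alone, with 3 lower at an unadjusted p under 0.05, and rank products called 0. *Lox*, the collagen cross-linking enzyme outside this list, and markers of T and NK cells were on the higher side.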

Interestingly, H-group rats exhibited a significant biochemical characteristic relevant to lipid homeostasis: lower TG and HDL-Chl levels in the sera and higher TG, total Chl, and total BA content in the liver than in the L-group (Table 1). Our transcriptomic analysis suggested the upregulation of Chl/BA synthesis in the liver (Table 2 and Additional file 3), the downregulation of lipid synthesis and beta-oxidation in WAT (Table 5 and Additional file 4), and the downregulation of Chl biosynthesis in BAT (Table 6 and Additional file 5). The former liver transcriptomic response may facilitate acetyl-CoA consumption via Chl synthesis and BA secretion (Fig. 3) [43]. Moreover, the downregulation of *Scd1* and *Elovl5* indicates suppression of de novo synthesis and elongation of monounsaturated FAs, while the upregulation of *Fads1* implies facilitation of C20 PUFAs (precursors of bioactive eicosanoids) synthesis from 18:2 n-6 linoleic acid, rich in H-diet, with the help of *Fads2* [24]. These results suggest that the hepatic transcriptome was regulated not only by the C-F ratios but also by the fatty acid profiles of the diets. The downregulation of *Apoa4* may inhibit export of TG from the liver leading to the decrease in serum TG level and the increase in liver TG content (Fig. 3) [42]. The latter responses of adipose tissues may suppress FA release to the sera.

**Fig. 3:**
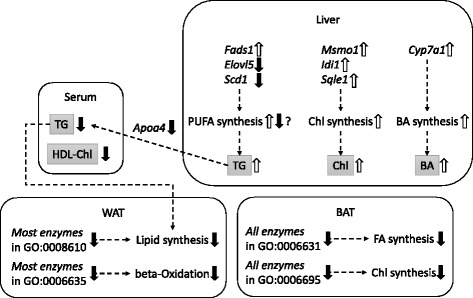
Transcriptomic and metabolic changes in H-condition compared to L-condition. *Shaded molecules* indicate the metabolites, and others indicate the transcripts specific to L vs H change (liver LH186 + 189, WAT LH235 + 336, and BAT LH212 + 405). *Upward arrows* indicate the H-up genes (*italics*) or predicted pathways compared to L-condition, and vice versa. *TG* triacylglycerol, *Chl* cholesterol, *BA* bile acid, *FA* fatty acid, *PUFA* polyunsaturated fatty acid

A comparison of L vs M transcriptomes in liver showed 126 (43 + 83) genes as differentially expressed (Fig. 2); this was less than the number of differentially expressed genes as compared to M vs H (131 + 106 genes) and L vs H (206 + 230 genes). This means that the transcriptome of the L-group was more closely related to that of the M-group than H-group (Fig. 1). Then, we analyzed LM43 + 83 DEGs to clarify C-F ratio dependency of hepatic transcriptome and we found 32 reversely regulated genes (i.e., upregulated in M-condition and downregulated in H-condition, or vice versa) (listed in Table 3). These reversely regulated liver DEGs can exert potential effects on lipid homeostasis; the upregulation of *Acot1*, *Acsm2*, and *Agpat9* in the H-group may increase TG accumulation in the liver. Also, the role of LM43 + 83 DEGs in macronutrient conversion (e.g., amino acid to C and F to C) should be emphasized because our study was conducted under the isoenergetic conditions. In this context, the downregulation of *Sds* in the H-group may reduce utilization of amino acids for gluconeogenesis, and the upregulation of *Gpd2* in the H-group may increase gluconeogenesis from glycerol produced by TG hydrolysis. Because the expression pattern of these genes was biphasic, the regulation of these metabolisms may have a balancing point close to the M-condition. As we used outbred Wistar rats, transcriptomic difference among the L-group and the M-group could be influenced by genetic or epigenetic differences between animals. Further indirect calorimetric studies with altered C-F ratios or animal strains are needed to clarify this metabolic regulation switching.

A question arising is whether these transcriptomic regulations are governed by any cellular signals common among these tissues. 

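Genes of cholesterol synthesis shifted above 0 in the liver of the H-group and below 0 in BAT, but no list passed the adjustment when the difference between tissues was tested. For cholesterol synthesis, the H minus L shift in BAT differed from that in the liver by -0.82 (exact p = 0.00794, adjusted p = 0.0774), and for fatty acid synthesis by -0.39 (exact p = 0.00794, adjusted p = 0.0774). In WAT the shift of fatty acid synthesis differed from that in the liver by -0.58 (exact p = 0.00794, adjusted p = 0.155) and that of cholesterol synthesis by -0.32 (exact p = 0.0556). The WAT scores include list genes that hold 1 value there and make the shifts smaller, so that a small difference from the liver decides nothing. For the insulin signaling list the tissues differed by 0.04 between WAT and liver (exact p = 0.524) and 0.05 between BAT and liver (exact p = 0.746), and for PPAR alpha targets by 0.07 (exact p = 0.738) and -0.02 (exact p = 0.921). Single rats moved these 4 values. With 1 rat left out they ran from 0.0119 (without L1) to 0.0681 (L4) and from -0.00775 (H12) to 0.166 (H16) for insulin signaling, and from -0.0588 (H15) to 0.20 (H13), with -0.0319 without L3, and from -0.139 (H15) to 0.126 (H16), with 0.0354 without L4, 0.0230 without L5 and 0.00411 without H13, for PPAR alpha targets. In the liver itself, the insulin signaling list shifted by -0.07 (SD 0.07 in L and 0.06 in H, exact p = 0.135, adjusted p = 0.405) with 11 of 15 genes lower (-0.04 when *Pik3r1* was left out after the data were seen), and PPAR alpha targets by -0.08 (SD 0.25 in L and 0.29 in H, exact p = 0.683, adjusted p = 0.761), which turned to 0.02 without rat L3 and 0.04 without H15, and was -0.14 without L4, -0.12 without L5, -0.05 without H12, -0.18 without H13, -0.12 without H16 and -0.17 without *Acot1*. Each of these tests took the difference between tissues within each rat and permuted the diets over the 9 rats. The shifts of fatty acid synthesis were below 0 in liver, WAT and BAT (-0.16, -0.74 and -0.54). The sign in the liver rests on the desaturase gene *Scd*. Without *Scd*, left out after the data were seen, the shifts were 0.04, -0.41 and -0.47. Log2 sizes are not on 1 scale across the tissues. Where shifts have the same sign, the tests between tissues therefore do not tell a difference between tissues from one of scale. Over single probe sets, the limma interaction of tissue and diet called 55 for WAT and liver, 64 for BAT and liver and 13 for WAT and BAT. With rat as a replicate block, which accounts for tissues of the same animal, it called 4, 3 and 0. Without the block, the 55 became 15 without rat H13, 15 without H16, 18 without L1, 8 without L2, 28 without L3 and 11 without L4, and 0 over varying probe sets alone. The 64 became 28 without H13, 29 without L2 and 33 without L4, and the 13 became 26 without H12, 6 without H15, 105 without H16, 0 without L2, 6 without L3 and 8 without L5.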

We computationally detected the downregulation of both insulin-PI3K-SREBF and PPAR alpha signals in the adipose tissues but not in the liver (Table 7). This suggests that both the anabolic signal of insulin (i.e., FA synthesis) and the catabolic signal of PPAR alpha (i.e., FA oxidation) are inhibited in adipose tissues. Because the rats in the H-group showed a growth rate (Additional file 2b) and serum insulin levels almost the same as in the L- and M-groups (Table 1), the suppression of insulin signals may be intrinsic to adipose tissues [33, 40, 47]. In the case of PPAR alpha signal, the low level of serum TG in the H-group might affect the concentration of FA in adipose tissues.

## Conclusions

To investigate the effects of altered dietary C-F ratio, we compared with L vs M and L vs H DEGs. We found that hepatic genes for gluconeogenesis and lipid metabolism were reversely regulated, indicating that a turning point for gene expression switching from C to F as energy source may exist in the M-condition (C:F = 60:20) or a C-F ratio around M.

L vs H analyses revealed that high-fat diet upregulated Chl/BA synthesis in the liver and downregulated lipid synthesis in WAT and BAT. Also, our computational search for upstream regulators in these tissues suggested that insulin and PPAR alpha signals were downregulated both in WAT and BAT in the H-group.

In conclusion, the liver and adipose tissues differentially adapts to altered C-F by changing their gene expressions and not by merely responding to endocrine signals.

## Additional files

Additional file 1: Composition of diets.

Additional file 2: Physical parameters of the animals. a, Energy intake during the experimental period. The intakes of the rats in the M- and H-groups were restricted to the average intake of the rats in the L-group. Data for the M- and H-groups after day 0 were omitted. b, Body and tissue weights. The *inset* represents the relative tissue weights (percent to body weight) at the time of sacrifice (week 9). Values are represented as means ± SD (*n* = 4–5).

Additional file 3: The list of liver LH186 + 189 genes that belongs to the GO terms located at the lowest level of hierarchy.

Additional file 4: The list of WAT LH235 + 336 genes that belong to the GO terms located at the lowest level of hierarchy.

Additional file 5: The list of BAT LH212 + 405 genes that belong to the GO terms located at the lowest level of hierarchy.

## Experimental conditions

C: Carbohydrate
F: Fat
P: Protein
LFD or L: Low-fat diet
MFD or M: Moderate-fat diet
HFD or H: High-fat diet

## Methods and biochemical terms

ALT: Alanine aminotransferase
BA: Bile acid
BAT: Brown adipose tissues
Chl: Cholesterol
DEGs: Differentially expressed genes
FA: Fatty acid
FDR: False discovery rate
GO: Gene ontology
HDL: High-density lipoprotein
INSIG: Insulin-induced gene protein
IPA: Ingenuity Pathway Analysis
PPAR: Peroxisome proliferator-activated receptor
PPIF: Peptidylprolyl isomerase F (cyclophilin D)
PUFA: Polyunsaturated fatty acid
SREBF: Sterol regulatory element-binding transcription factor
TG: Triacylglycerol
WAT: White adipose tissues

## Genes

*Acot1*: Acyl-CoA thioesterase 1
*Acsm2*: Acyl-CoA synthetase medium-chain family member 2
*Acvr1c*: Activin A receptor, type IC
*Agpat9*: 1-Acylglycerol-3-phosphate *O*-acyltransferase 9
*Akr7a3*: Aldo-keto reductase family 7, member A3 (aflatoxin aldehyde reductase)
*Apoa4*: Apolipoprotein A-IV
*Arntl/Clock*: Aryl hydrocarbon receptor nuclear translocator-like
*Atf3*: Activating transcription factor 3
*Crem*: cAMP responsive element modulator
*Cyp*: Cytochrome P450
*Dusp1*: Dual specificity phosphatase 1
*Egfr*: Epidermal growth factor receptor
*Elovl5*: ELOVL fatty acid elongase 5
*Fads1*: Fatty acid desaturase 1
*Foxo1*: Forkhead box O1A
*Gpd2*: Glycerol-3-phosphate dehydrogenase 2, mitochondrial
*Gstt3*: Glutathione S-transferase, theta 3
*Idi1*: Isopentenyl-diphosphate delta isomerase 1
*Igf2*: Insulin-like growth factor 2
*Il1a*: Interleukin 1 alpha
*Il6st*: Interleukin 6 signal transducer
*Lep*: Leptin
*Lepr*: Leptin receptor
*Lyn*: LYN proto-oncogene, Src family tyrosine kinase
*Msmo1*: Methylsterol monooxygenase 1
*Npas2*: Neuronal PAS domain protein 2
*Pde3b*: Phosphodiesterase 3B, cGMP-inhibited
*Pdk1*: Pyruvate dehydrogenase kinase, isozyme 1
*Per*: Period circadian clock
*Pik3r1*: Phosphoinositide-3-kinase
*Ppargc1b/Pgc1b*: Peroxisome proliferator-activated receptor gamma coactivator 1 beta
*Ppp1r1a*: Protein phosphatase 1, regulatory (inhibitor) subunit 1A
*Prf1*: Perforin 1 (pore-forming protein)
*Prkaa*: Protein kinase, AMP-activated, alpha
*Scd1*: Stearoyl-coenzyme A desaturase 1
*Sds*: Serine dehydratase
*Shc1*: SHC (Src homology 2 domain containing) transforming protein 1
*Srebf1*: Sterol regulatory element-binding transcription factor 1
*Sqle*: Squalene epoxidase
*Sqrdl*: Sulfide quinone reductase-like

# Supplementary material for: Transcriptomic responses of the liver and adipose tissues to altered carbohydrate-fat ratio in diet: an isoenergetic study in young rats
**Source:** Genes Nutr. 2017 Apr 8;12:10. doi: 10.1186/s12263-017-0558-2
**Supplement:** Supplementary file 1 — Composition of diets.

Online Resource1. Composition of diets

| Macronutrient | Ingredients | Low-fat diet | | | Middle-fat diet | | | High-fat diet | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Weight (g) | Energy (kcal) | Energy (%) | Weight (g) | Energy (kcal) | Energy (%) | Weight (g) | Energy (kcal) | Energy (%) |
| Protein  Amino acid | casein | 200 | 800 | 20 | 200 | 800 | 20 | 200 | 800 | 20 |
|  | L-cystine | 3 | 12 |  | 3 | 12 |  | 3 | 12 |  |
| Carbohydrate | corn starch | 448.2 | 1793 | 64 | 396 | 1584 | 59 | 144 | 576 | 34 |
|  | maltodextrin 10 | 100 | 400 |  | 100 | 400 |  | 100 | 400 |  |
|  | sucrose | 100 | 400 |  | 100 | 400 |  | 100 | 400 |  |
|  | cellulose BW200 | 50 | 0 | - | 50 | 0 | - | 50 | 0 | - |
| Fat | soybean oil | 17.8 | 160 | 15 | 41 | 369 | 20 | 153 | 1377 | 45 |
|  | lard | 50 | 450 |  | 50 | 450 |  | 50 | 450 |  |
|  | mineral mix S10026 | 10 | 0 | - | 10 | 0 | - | 10 | 0 | - |
|  | dicalcium phosphate | 13 | 0 | - | 13 | 0 | - | 13 | 0 | - |
|  | calcium carbonate | 5.5 | 0 | - | 5.5 | 0 | - | 5.5 | 0 | - |
|  | potassium citrate- 1H_2_O | 16.5 | 0 | - | 16.5 | 0 | - | 16.5 | 0 | - |
|  | vitamin mix V10001 | 10 | 40 | 1 | 10 | 40 | 1 | 10 | 40 | 1 |
|  | choline bitartrate | 2 | 0 | - | 2 | 0 | - | 2 | 0 | - |
|  | Total | 1026 | 4055 | 100 | 997 | 4055 | 100 | 857 | 4055 | 100 |

# Supplementary material for: Transcriptomic responses of the liver and adipose tissues to altered carbohydrate-fat ratio in diet: an isoenergetic study in young rats
**Source:** Genes Nutr. 2017 Apr 8;12:10. doi: 10.1186/s12263-017-0558-2
**Supplement:** Supplementary file 3 — The list of liver LH186 + 189 genes that belongs to the GO terms located at the lowest level of hierarchy.

Online Resource 3. The list of Liver LH186+189 genes that belong to the GO terms located at the lowest level of hierarchy

Shaded cell entries: metabolic enzyme genes related to lipid.

# Supplementary material for: Transcriptomic responses of the liver and adipose tissues to altered carbohydrate-fat ratio in diet: an isoenergetic study in young rats
**Source:** Genes Nutr. 2017 Apr 8;12:10. doi: 10.1186/s12263-017-0558-2
**Supplement:** Supplementary file 4 — The list of WAT LH235 + 336 genes that belong to the GO terms located at the lowest level of hierarchy.

Online Resource 4. The list of WAT LH235+336 genes that belong to the GO terms located at the lowest level of hierarchy

Shaded cell entries: metabolic enzyme genes related to lipid.

# Supplementary material for: Transcriptomic responses of the liver and adipose tissues to altered carbohydrate-fat ratio in diet: an isoenergetic study in young rats
**Source:** Genes Nutr. 2017 Apr 8;12:10. doi: 10.1186/s12263-017-0558-2
**Supplement:** Supplementary file 5 — The list of BAT LH212 + 405 genes that belong to the GO terms located at the lowest level of hierarchy.

Online Resource 5. The list of BAT LH212+405 genes that belong to the GO terms located at the lowest level of hierarchy

Shaded cell entries: metabolic enzyme genes related to lipid.

How the deposited data were processed for this re-analysis (not part of the article)

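Gene expression was measured on Affymetrix GeneChip rat genome arrays, 31 in all, 1 per rat and tissue. The liver was measured in 5 rats of the L-group, 4 of the M-group and 4 of the H-group, and white (WAT) and brown (BAT) adipose tissue in the same L and H rats as the liver. The 2 rats that the paper left out for a decreased food intake have no array. No array was left out here, and no 2 arrays held the same values.

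The authors deposited log2 values for every tissue, made with RMA for the liver, with qFARMS for WAT and with GCRMA for BAT, each tissue normalized on its own. No further normalization was applied. The ranges of the values and the number of probe sets that hold 1 value are given with the experiments. For arrays there is no count of reads, so the number of arrays and the signal over the background limit the precision. In BAT 13221 of 31042 probe sets lie within 0.1 of the lowest value on every array, and in WAT 25762 hold 1 value to within 1e-06, so that differences of these probe sets, if there were any, cannot be seen. The 57 control probe sets were left out. Of the others, 20826 carry 1 gene symbol, 436 carry several and 9780 carry none.

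DEGs of each pair of diets were called by rank products, written in Python because the authors' package was not available, over every pairwise log2 ratio of the arrays, with 100 permutations of the values within each array and a false discovery rate under 0.05, higher and lower separately. Shared and reversed probe sets were counted from these calls. Log2 fold changes, standard errors and p of single probe sets came from limma, which pools the spread over probe sets, with a Benjamini-Hochberg adjusted p under 0.05 over all probe sets. The limma fit took all 13 liver arrays, the 9 WAT arrays or the 9 BAT arrays. Whether a diet difference differed between tissues was tested by the interaction of tissue and diet in limma over the arrays of 2 tissues, and for lists of genes by an exact permutation of the diets over the 9 rats. Livers were clustered by average linkage on 1 minus the Pearson correlation, with 1000 bootstrap resamples of the probe sets, and the distance of the H livers from the others was tested by a one-sided exact permutation test.

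Groups of genes were 39 lists holding 426 genes, of which 12 lists were markers of other cell types. A gene is represented by the probe set with the highest mean in the tissue among those annotated to it alone. Lists were tested by a two-sided exact permutation test of their score with Benjamini-Hochberg adjustment over the 39 lists, and beside it by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry. Genes of each list were also adjusted over the list alone.

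The genes named were chosen by a rule with 3 parts. It takes every gene that the paper names in its text, Table 3 or Fig. 3 for the conclusion, up to 4 genes with the smallest limma p in each list and comparison, and up to 10 genes in each direction with the largest log2 fold change and no overlap between the groups in each L vs H comparison, among those past limma or, where fewer than 10 passed, called by rank products. The paper's tables had been read when the rule was written. A gene that the paper names is given on the probe set it lists, where it lists one, a gene taken from a list of genes on the probe set with the highest mean, and a gene chosen for its difference on the probe set that met the rule. Some of the genes so chosen are left out for length.

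Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 and R 4.3.3 with limma 3.58.1 were used. The steps were tested on simulated data, made from the liver residuals with 200 probe sets changed. Rank products found 51 of 68 true log2 changes of 0.5 and all 66 of 1, and limma 51 and 62. Of the rank products calls 52.6% had no true change when the spread differed between probe sets, and 0.995% when it was equal. Before any adjustment over the lists, the list test called 5 of 100 lists without a change and 100 of 100 with a log2 change of 0.5. The genes of these lists were simulated independently of each other. The shares therefore do not give the error or the power of the adjusted test on lists whose genes vary together.

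The alternatives were limma in place of rank products and the reverse, a false discovery rate of 0.01, an unadjusted limma p under 0.01, the probe sets with a mean above the median, centring on the array median, another quantile normalization, array weights, a trended and robust fit, a fit of the compared groups alone, the mean of all probe sets of a gene, the skeletal muscle score as a covariate in BAT, rat as a replicate block, the 1000 most variable probe sets, other distances and linkages, division of the shared group, and each rat left out in turn. A restriction to varying probe sets, the removal of muscle genes and the removal of the gene of a list that differs most were added after the data were seen. Counts were also compared with those of up to 100 other divisions of the same arrays. The pathway and ontology analyses of the paper were not repeated, since neither those tools nor their annotation was at hand.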

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

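The other divisions of the rats for limma and for the tissue interactions, and the tests of other muscle genes, of thermogenesis genes with a covariate and of the clock in liver and WAT, were set before their results were seen, as were the divisions with rat as a block, whereas the tests by divisions and reassignments for rank products and overlaps, the simulated M arrays, single rats, fibre types, 1 L rat out of phase, random lists and the rules on genes near the lowest value and on leaving out a gene were chosen after the result was seen.

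Skeletal muscle genes were higher in BAT of the H-group by a list shift of 1.11, with all 20 varying markers higher. Of these markers, 14 lay within 0.1 of the lowest value on every L array, so that sizes against the L rats are not exact. These 14 could hardly vary other than upward, so that their direction adds little to the count. The score stood at 1.23 in rat H13 and 1.99 in H15, where *Acta1* reached 7.55 and 9.13. Skeletal muscle tissue in the dissected BAT was tested on 10 other muscle genes, of which 8 were higher in the H-group by more than 0.01 and which followed the marker score within groups (median correlation 0.723), but with a median difference of only 0.0804, under the bound of 0.1 that was set against this explanation. That bound was at first read as excluding muscle tissue and was wrong, because 8 of the 10 genes lie within 1 log2 unit of the lowest BAT value of 2.29 on every array, where a difference hardly shows, so muscle tissue stays open. Muscle in the BAT of single rats stays open as well, with 14 of 20 markers highest in the same 2 rats, and the comparison of fast (median 1.65) and slow fibre genes (median 0.028) decides nothing on a program of fast fibres, because 7 of the 8 fast genes lie within 0.1 of the lowest value in every rat but these 2. For the thermogenesis genes, the median difference was 0.0742 with the muscle score as a covariate against 0.0993 without it, a share of 0.748 that met the bound set against muscle tissue, but the share was 0.555 to 0.685 when 1 gene was left out, and of genes picked after their values were seen *Cox8b* had 0.60 with the covariate against 0.63 without it, *Ppargc1b* 0.81 against 0.75 and *Ucp1* 0.20 both ways (highest at 14.89 in rat H16, whose muscle score was -0.42), whereas *Ppara* had 0.30 against 0.70, *Ucp3* 0.0173 against 0.0993 and *Cpt1b* 0.0176 against 0.0725, so that for the list muscle tissue and an effect of the H-diet on BAT cannot be told apart.

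From L to M to H, 39 liver probe sets were reversed. A switch in or near the M-condition, which the paper proposes may exist, could give such a count. Chance deviations of the M rats, which enter the comparisons with opposite sign, could give it too. In simulations without a diet effect 78 of 100 gave at least as many (58.7 on average, 210 at most), and 63 of 100 assignments of the 13 livers to the groups did, the real one included (208 at most), so that chance and the sharing of the M arrays are not excluded. With different M rats in each comparison 7 to 16 were reversed, and the count was 24 without rat H16, 25 without L3 and 66 without M6. Across all probe sets the log2 fold changes from L to M and from M to H correlated by -0.298, less opposed than without a diet effect (mean -0.513, with 4 of 100 simulations and 1 of 100 assignments as high), so that the probe sets as a whole do not show more reversal than chance. An effect of the M-diet on single genes stays open, untested apart from these arrays.

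The liver of the H-group had a higher night minus day clock score by 0.92 (SD 0.84 in L and 0.29 in H, exact p = 0.0794, 3 of 4 H rats above every L rat), and WAT by 0.54 (exact p = 0.0794, 3 of 4), against 0.11 in BAT (exact p = 0.698), which turned to -0.0540 without rat H16 and -0.0137 without L2 and was 0.24 without H13, 0.25 without L1, 0.17 without L5 and 0.0546 without L3, and where *Arntl* and *Npas2* have H means of 2.35 and 2.29 at the lowest BAT value, so that BAT is no firm contrast. The liver difference was 0.677 without rat L2 (exact p = 0.114) and 0.707 without L1, the lowest values when a rat was left out. Both rats lay far below the other L rats (-1.40 and -1.28 against 0.13 to 0.27). The liver difference thus did not vanish without any single L rat. It lay within the spread between rats (exact p = 0.0794 with all rats), so that this test does not decide on 1 L rat out of phase. Without both rats the difference was 0.31, so that L1 and L2 together carry most of it. M6, M8, M9 and M10 lay at -1.16, -0.46, 0.97 and 0.81. Rats caught at different clock phases whatever the diet are a candidate explanation, as the scores of liver and WAT within diets correlated over the 9 rats (r = 0.771, exact p = 0.019, adjusted p = 0.0936 over 6 relations; rho = 0.767, exact p = 0.0214), with r = 0.686 without the 2 rats farthest from the median. The correlation was 0.137 between liver and BAT (exact p = 0.719, adjusted p = 0.719) and 0.45 between WAT and BAT (exact p = 0.220, adjusted p = 0.264), and 6.2% of 1000 random lists of the same size gave as high an r between liver and WAT (median 0.255), so that rats differing in many genes at once would give it too. A shift of the clock by the H-diet stays open beside it.

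Each count was judged on its own at a bound of 5 in 100 divisions of the rats. A count under this bound makes chance less likely but does not exclude it. Under the bound were the L vs H count of the liver by rank products (439, given by 1 of 100 divisions, the real one, with 403 as the highest other) and by limma (11, 1 of 100, highest other 3; 2 of 100 at an unadjusted p under 0.05, 2809 against 2880), and the BAT count by rank products (612, 1 of 100, highest other 586; 396 without rat H15 and 399 without L4). As many as 439 calls were given by 3 of 100 assignments of the 13 livers to the 3 groups (554 at most) and 4 of 100 simulations without a diet effect (691 at most). The M vs H count by limma (4, 1 of 35, highest other 1) lay under the bound at the adjusted p alone, since 7 of 35 divisions gave as many at an unadjusted p under 0.05 (1827, highest other 2375), and the count was 0 when only the 2 groups were fitted. Not under the bound were the counts for L vs M by rank products (125, 81 of 100, highest other 539) or limma (2, 5 of 100, highest other 23), for M vs H by rank products (232, 8 of 35, highest other 341), and for WAT by rank products (561, 39 of 100, highest other 1404) or limma (17, 18 of 100, highest other 42), so chance is not excluded for these. For BAT by limma the count of 0 (highest other 2) is matched by every division and tells nothing about chance. At an unadjusted p under 0.05, 5 of 100 divisions gave as many as its 1387 (highest other 2050), so chance is not excluded there either. Divisions that call several times the real count in L vs M point to a structure of the samples, but rank products also called probe sets without a true change in simulated data (52.6% of its calls), and neither was tested as the cause. The share of L vs H DEGs also called M vs H, 35.5%, was reached in 24 of 100 assignments of the livers (highest other 57.4%), and the share of L vs M DEGs also called L vs H, 47.2%, in 8 of 100 (highest other 59.0%), so chance is not excluded for these shares. Other measures of the first overlap lay near the bound of 5 in 100. Its 156 probe sets were reached in 4 of 100 assignments and 5 of 100 simulations, the correlation of the log2 fold changes (0.701) in 2 and 5, and their covariance (0.0136) in 4 and 4.

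The limma interaction of tissue and diet called 55 probe sets for WAT and liver, 64 for BAT and liver and 13 for WAT and BAT. No other of 100 divisions of the rats gave as many (1 of 100 in each, the real one, with 18, 6 and 8 as the highest others), but this fit ignores that the tissues come from the same rats, and only 10, 55 and 1 of these probe sets varied in both tissues. With rat as a block the counts were 4, 3 and 0 (2, 3 and 0 varying in both). The first (1 of 100 divisions, highest other 2) and the second (1 of 100, highest other 1) of these lay under the bound of 5 in 100. With counts this small, that is weak evidence against chance and does not exclude it. For WAT and BAT the count of 0 (highest other 2) is matched by every division and tells nothing about chance. At an unadjusted p under 0.05, 5 of 100 divisions gave as many there with the block (1398, highest other 1948) and 6 of 100 without it (1569, highest other 2283). Chance is therefore not excluded for WAT and BAT. Among the lists, the H minus L shift differed between WAT and liver for fatty acid synthesis by -0.58 and for nerve markers by 0.21 (exact p = 0.00794, adjusted p = 0.155 for each), and between WAT and BAT for cholesterol synthesis by 0.49 (exact p = 0.00794, adjusted p = 0.310). Between BAT and liver it differed for cholesterol synthesis by -0.82, fatty acid synthesis by -0.39, nerve markers by 0.25 and skeletal muscle markers by 1.13 (exact p = 0.00794, adjusted p = 0.0774 for each), the last by 0.67 without rat H15. None of these lists passed the adjustment. The log2 sizes are not on 1 scale across the tissues. For cholesterol synthesis in BAT and liver the shifts had opposite signs (-0.50 and 0.32), which a difference of scale alone does not give. Nerve markers in WAT and BAT (0.00104 and 0.0384) and skeletal muscle markers in the liver (-0.0145) lay so low that their signs decide nothing. A difference of scale is not excluded for these counts and the other lists. This holds above all for fatty acid synthesis, with shifts of -0.16, -0.74 and -0.54 in liver, WAT and BAT. It also holds for cholesterol synthesis in WAT and BAT (-0.00729 and -0.50). The sign of the fatty acid synthesis shift in the liver rests on the desaturase gene *Scd*. Without *Scd*, left out after the data were seen, the shifts of that list were 0.0384, -0.41 and -0.47 in liver, WAT and BAT.

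Of 472 groups of 4 or 5 rats, 32 held a rat flagged as apart from the others of its group, where chance gives about 1 in 20. The flag does not require a large gap. For *Tnni2* in BAT of L5 and the mean correlation of the L4 array in WAT, the values were nearly the same. In the liver these were *Cyp7b1* in rat H12 at 4.95 (mean of the others 3.11), *Lepr* in L3 at 5.00 (4.75), *Dusp1* in H16 at 7.50 (6.62), *Akr7a3* in M8 at 8.99 (7.88), *Cyp26b1* in L5 at 4.88 (5.73), *Sqrdl* in H15 at 9.03 (9.74), *Slc39a4* in L3 at 7.27 (7.53) and in H13 at 6.38 (6.78), *Hspb1* in M8 at 5.29 (5.69), and the score of bile acid synthesis and transport in L2 at -0.36 (0.03). In WAT they were *Igf2* in L4 at 8.87 (9.36), *Lyn* in H12 at 7.68 (7.80), *Cyp51* in L2 at 9.13 (8.81), *Arntl* in H13 at 7.71 (7.19), *Eci1* in L3 at 11.06 (10.36), *Itgb2* in H16 at 8.88 (9.11), *Cnppd1* in L2 at 7.51 (8.70) and in H15 at 8.79 (8.88), *Cish* in H12 at 8.03 (7.04), *Foxp2* in H12 at 7.66 (7.23), and the mean correlation of the L4 array with the other L arrays at 0.965 (0.963). In BAT they were *Srebf2* in H16 at 5.83 (7.04), *Gcgr* in H13 at 3.26 (3.50), *Tnni2* in L5 at 2.33 (2.34), *Nsdhl* in H12 at 8.58 (8.23), *Acadvl* in L4 at 12.08 (12.28), *Acly* in H12 at 12.77 (12.23), *Id1* in L2 at 8.10 (9.98), *Pon1* in L4 at 3.10 (3.86), *Sult1c3* in H16 at 2.29 (3.68), *Gng13* in H13 at 3.88 (4.56) and *Fads1* in H12 at 6.17 (5.42).

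Some lists of genes that the paper does not report on as groups in the tissue given had an exact p under 0.05 before adjustment. The paper does report on clock genes and genes of gluconeogenesis in the liver, and on genes of glucose metabolism in WAT. In the liver from L to H, markers of T and NK cells shifted by 0.15 (exact p = 0.00794, 7 of 9 genes higher), B cells by -0.15 (exact p = 0.0317, 2 of 2 lower) and nerve by -0.21 (exact p = 0.0159, 3 of 4 lower), each with an adjusted p of 0.310. The nerve shift was -0.0152 when *Mbp* was left out after the data were seen. Markers of T and NK cells also shifted by 0.13 from L to M (exact p = 0.0317, adjusted p = 0.929, 8 of 9 higher), and heat shock proteins by 0.55 from M to H (exact p = 0.0286, adjusted p = 0.279, 6 of 6 higher). In WAT the day genes of the clock shifted by -0.31 (exact p = 0.0476, 4 of 4 varying genes lower) and genes of gluconeogenesis by -0.087 (exact p = 0.0317, 3 of 3 varying genes lower, and -0.0487 without *Pc*), each with an adjusted p of 0.310. In BAT markers of blood and platelets shifted by 0.19 (exact p = 0.0476, adjusted p = 0.232, 3 of 5 higher, and 0.10 without *Pf4*), genes of NADPH supply by -0.32 (exact p = 0.0317, adjusted p = 0.177, 7 of 8 lower, and -0.21 without rat H16 or -0.17 without *Me1*) and genes of amino acid breakdown and the urea cycle by 0.0659 (exact p = 0.0238, adjusted p = 0.155, 9 of 13 varying genes higher).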

How the results depend on the processing

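The restriction to varying probe sets, the removal of muscle genes and the removal of the gene of each list that differs most were tests chosen after the data were seen, and the other alternatives were set earlier. Over all alternatives, 271 values of counts and overall tests stayed close to the main value or on its side of the threshold, 100 moved further and 2 passed the threshold. Of the list shifts in the text, 678 values kept their direction and side, 27 passed the threshold and 23 changed sign, and of the genes 3401 kept both, 161 passed it, 24 no longer did and 18 changed sign. The call of *Slc39a4* held under every alternative run.

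Rank products counts depended on the threshold and the test. For the liver from L to M, from M to H and from L to H, and for WAT and BAT, they were 47, 91, 187, 159 and 244 at a false discovery rate of 0.01, and 68, 144, 244, 188 and 281 over the probe sets with a mean above the median, where fewer are tested. With limma they were 2, 4, 11, 17 and 0 (1387 in BAT at an unadjusted p under 0.05), against 125, 232, 439, 561 and 612 by rank products, and the cause was not tested. Over varying probe sets alone WAT had 48, where fewer are tested. Leaving out 1 rat gave 74 (without L3) to 192 (M6) for L vs M, with 77 without L1 and 80 without L2, 149 (H13) to 231 (M9) for M vs H, 317 (H13) to 552 (H12) for WAT, with 343 without L2, 342 without L3 and 361 without H16, and 396 (H15) to 627 (H16) for BAT, with 399 without L4. The share of L vs H DEGs also called M vs H was 18.2% by limma and 16.1% with the H rats divided, and that of L vs M DEGs also called L vs H was 0% by limma, 26.5% at an unadjusted limma p under 0.01 and 20.8% with the L rats divided. Reversed probe sets numbered 2 by limma, 25 at the unadjusted p, 22 above the median, 10.5 on average with the M rats divided, and 24 (without H16) to 66 (M6), with 25 without L3. The cause was not tested apart from the smaller groups of the divisions. The exact p of the H livers was 0.0196 on the 1000 most variable probe sets and 0.00202 (without M9) to 0.209 (H15) with 1 rat left out, and the cause was not tested.

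Limma counts of single probe sets in the liver fell to 6, 1 and 0 from L to H, from L to M and from M to H when only the 2 groups were fitted, with fewer arrays (rank products called 439, 125 and 232). Leaving out 1 rat gave 6 (without L2 or L4) to 16 (L5) for L vs H, with 7 without L1 or M8, and 1 (H12, M8 or M9) to 6 (H15) for M vs H, with 2 without H13, L4 or M10. In WAT 6 were called above the median, 0 after median centring or quantile normalization, which give a spread to probe sets that hold 1 value, 0 over varying probe sets (rank products called 48), and 23 (without L2) to 46 (L5) with 1 rat left out, with 44 without H12, 39 without H13, 33 without H15 or L3, 34 without H16 and 28 without L4. In BAT 1 was called without H12 or H16 and 0 without any other rat. *Adam22* had an adjusted p of 0.0649 with a trended and robust fit, and *Adam22*, *Fabp2* and *Enpp5* had 0.0589, 0.0589 and 0.0836 when only the 2 groups were fitted, with fewer arrays. Tissue interactions numbered 4, 3 and 0 for WAT and liver, BAT and liver, and WAT and BAT with rat as a replicate block, 35 for WAT and liver and 21 for WAT and BAT after quantile normalization across tissues, 39 for WAT and BAT above the median, and 0 and 2 for WAT and liver and for WAT and BAT over varying probe sets. Leaving out 1 rat gave 8 (without L2) to 66 (L5) for WAT and liver, with 15 without H13 or H16, 18 without L1, 28 without L3 and 11 without L4, 28 (H13) to 91 (H16) for BAT and liver, with 29 without L2 and 33 without L4, and 0 (L2) to 105 (H16) for WAT and BAT, with 26 without H12, 6 without H15 or L3 and 8 without L5. The cause was not tested.

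Lists that passed numbered 5, 4, 3, 4 and 9 by camera with its preset correlation for the liver from L to H, from L to M and from M to H, and for WAT and BAT, 0 by camera with an estimated correlation in each, and 1 for M vs H and 4 for BAT by fry. Fry turned the sign of bile acid synthesis and transport in the liver, where its p was 0.998, and of PPAR alpha targets in BAT, where it was 0.983. Cholesterol synthesis in WAT turned to 0.00352 with the mean of probe sets, and beta-oxidation in BAT to -0.0276 and *Myh1* in BAT to -0.30 with the muscle score as a covariate. *Insig2* in BAT turned to -0.11 with array weights. Without the gene that differs most, these list shifts turned: in the liver from L to H bile acid synthesis and transport to -0.0159 (without *Cyp7a1*), desaturation and elongation to 0.0487 and fatty acid synthesis to 0.0384 (both without *Scd1*), lipoprotein assembly and export to 0.0382 (*Apoa4*) and inflammation and fibrosis to 0.00344 (*Crp*), PPAR alpha targets in WAT to 0.0127 (*Ehhadh*), and insulin signaling in BAT to 0.0343 (*Trib3*). These single genes carry the sign of the shift. With 1 rat left out, these results spanned 0: PPAR alpha targets in the liver (-0.179 without H13 to 0.0418 without H15, with 0.0196 without L3), in WAT (-0.0409 without H12 to 0.0212 without H13, with 0.00126 without L1 and 0.00804 without L2) and in BAT (-0.175 without H13 to 0.00199 without H16), inflammation and fibrosis in the liver (-0.0738 without H12 to 0.0318 without H13), cholesterol synthesis in WAT (-0.0260 without L1 to 0.0128 without H13, with 0.000474 without L2 and 0.00670 without L5) and insulin signaling in BAT (-0.0892 without H13 to 0.0819 without H16, with 0.0168 without L1). Single genes that did so were *Per1* (-0.0413 without H16 to 0.266 without H13), *Sds* from L to H (-0.65 without L2 to 0.0315 without L4), *Acot1* (-1.23 without M6 to 0.0428 without M10, with 0.00101 without M9) and *Gstt3* (-0.96 without M8 to 0.0666 without M9, with 0.0176 without L1 and 0.0316 without M10) from L to M, *Ppif* in the liver (-0.0871 without H15 to 0.0181 without H12, with 0.0146 without H13, 0.00413 without L1 and 0.0134 without L4), *Insig2* in BAT (-0.0593 without L4 to 0.0796 without L5, with -0.0344 without H16 and -0.000321 without L1), and in WAT *Srebf1* (-0.14 without H16 to 0.0376 without H15) and *Tbc1d4* (-0.14 without L1 to 0.0596 without L3). The cause was not tested. Probe sets at the lowest value in BAT and those that hold 1 value in WAT cannot show a difference under any of these settings.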

Differences from the paper's values

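No test in this part was chosen after the result was seen.

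The paper gives 1 probe set that fell over L, M and H in all 3 comparisons, at a false discovery rate under 0.05 by rank products, and 2 were found here at that threshold. Of the alternatives set before the data were examined, an unadjusted limma p under 0.01, the probe sets with a mean above the median, and leaving out rat H12, H13, H15, L1, L3, M6 or M8 gave 1. Limma with adjustment gave 0. Median centring, quantile normalization and leaving out H16, L2, L4 or M9 gave 2. Leaving out L5 gave 3 and leaving out M10 gave 5. The paper also counts 32 reversed genes, against 23 here. Leaving out 1 rat gave 14 (without H16) to 40 (without M6) reversed genes.

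Of the clock genes, the text of the paper has *Arntl*, *Npas2* and *Egfr* as upregulated and *Prf1*, *Per1* and *Per2* as downregulated in the liver of the H-group. All 6 had the opposite sign here, with log2 fold changes of -0.87 for *Arntl*, -0.73 for *Npas2*, -0.61 for *Egfr*, 0.47 for *Prf1*, 0.77 for *Per2* and 0.09 for *Per1*, which rank products did not call under any alternative and which turned to -0.04 without rat H16. The 6 probe sets that Additional file 3 lists under circadian rhythm all had the direction listed there, among them *Per3*, at 0.80 here. The text names *Prkaa1* as downregulated in the liver. It had 0.13 here and was not called by rank products under any alternative, while *Prkab1*, which Additional file 3 lists as lower in the H-group, had -0.57 and was called lower. The text counts SREBF2 among the BAT DEGs. Rank products gave *Srebf2* a false discovery rate of 0.0502 here, and called it lower after quantile normalization, without rat H13 and without rat H15.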

Other observations

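The test below was set before the correlation between tissues was seen, but its genes were picked after their H minus L differences had been seen, and the random lists were added after the result was seen.

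Rank products called 4 genes that respond to growth hormone in the liver, and *Cish* and *Bcl6* among them also in WAT and BAT. None passed limma over all probe sets in any tissue. On the probe set with the highest signal of each gene the lowest limma adjusted p was 0.177, for *Bcl6* in the liver. Another probe set of *Onecut1* had 0.174 there. The 4 genes are no fixed list and no enrichment was tested. In the liver *Cish* differed by -0.94, *Socs2* by -1.35, *Onecut1* by -2.12 and *Bcl6*, which growth hormone lowers, by 2.00, on the probe set with the highest signal of each gene. In WAT *Cish* differed by -1.72 and *Bcl6* by 1.72, and in BAT by -1.87 and 1.12. *Socs2* and *Onecut1* held 1 value in WAT, and in BAT *Onecut1* held 1 value and *Socs2*, with means of 2.51 in L and 2.37 in H near the lowest value of 2.29, differed by -0.14, or by -0.63 on another probe set that the paper lists, so that the scores of WAT and BAT rest mostly on *Cish* and *Bcl6*. The mean score of these genes, with *Bcl6* counted in reverse, differed by -1.60 in the liver (4 of 4 H rats below every L rat), by -0.86 in WAT (4 of 4) and by -0.78 in BAT (3 of 4). No p is given for these differences, because the genes were picked for them.

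A hypothesis is that the rats were caught at different points of their growth hormone pulses, which would move the score of each rat alike in its tissues. Within diets the scores of liver and WAT correlated over the 9 rats with r = 0.669 (exact p = 0.0478, adjusted p = 0.0957 over 6 relations; rho = 0.733, exact p = 0.0311; r = 0.806 without the 2 rats farthest from the median), those of liver and BAT with r = 0.716 (exact p = 0.0312, adjusted p = 0.0936; rho = 0.80, exact p = 0.0138; r = 0.661) and those of WAT and BAT with r = 0.594 (exact p = 0.0919, adjusted p = 0.138; rho = 0.717, exact p = 0.0369; r = 0.531). The first of these values is what the pulses would give, but 14.0% of 1000 random lists of varying probe sets, only roughly matched since *Socs2* and *Onecut1* hold 1 value in WAT, reached it as well (median 0.224), and an effect of the H-diet on growth hormone signaling may lie behind the difference between the groups. Growth hormone was not measured.

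Log2 values of the same rat resembled each other across tissues after the diet means were taken out. The correlation over probe sets was 0.125 to 0.484 between WAT and BAT, 0.167 to 0.351 between liver and WAT and 0.0399 to 0.179 between liver and BAT, and a rat's own other tissue was the one with the highest correlation for 9, 9 and 8 of the 9 rats. Probe sets are not independent replicates.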
